# Merging short and stranded long reads improves transcript assembly

**DOI:** 10.1371/journal.pcbi.1011576

**Published:** 2023-10-26

**Authors:** Amoldeep S. Kainth, Gabriela A. Haddad, Johnathon M. Hall, Alexander J. Ruthenburg

## Abstract

Long-read RNA sequencing has arisen as a counterpart to short-read sequencing, with the potential to capture full-length isoforms, albeit at the cost of lower depth. Yet this potential is not fully realized due to inherent limitations of current long-read assembly methods and underdeveloped approaches to integrate short-read data. Here, we critically compare the existing methods and develop a new integrative approach to characterize a particularly challenging pool of low-abundance long noncoding RNA (lncRNA) transcripts from short- and long-read sequencing in two distinct cell lines. Our analysis reveals severe limitations in each of the sequencing platforms. For short-read assemblies, coverage declines at transcript termini resulting in ambiguous ends, and uneven low coverage results in segmentation of a single transcript into multiple transcripts. Conversely, long-read sequencing libraries lack depth and strand-of-origin information in cDNA-based methods, culminating in erroneous assembly and quantitation of transcripts. We also discover a cDNA synthesis artifact in long-read datasets that markedly impacts the identity and quantitation of assembled transcripts. Towards remediating these problems, we develop a computational pipeline to “strand” long-read cDNA libraries that rectifies inaccurate mapping and assembly of long-read transcripts. Leveraging the strengths of each platform and our computational stranding, we also present and benchmark a hybrid assembly approach that drastically increases the sensitivity and accuracy of full-length transcript assembly on the correct strand and improves detection of biological features of the transcriptome. When applied to a challenging set of under-annotated and cell-type variable lncRNA, our method resolves the segmentation problem of short-read sequencing and the depth problem of long-read sequencing, resulting in the assembly of coherent transcripts with precise 5’ and 3’ ends. Our workflow can be applied to existing datasets for superior demarcation of transcript ends and refined isoform structure, which can enable better differential gene expression analyses and molecular manipulations of transcripts.

## Author summary

The study of transcriptomes is pertinent to development, disease and response to stimuli. Transcriptomes have largely been studied via short-read RNA-sequencing. Despite its wide use, this technology falls short of illuminating coherent transcripts, particularly for poorly annotated or low-coverage regions. The advent of long-read sequencing has enabled improved analyses of genomes and transcriptomes; however, a systematic direct comparison of short- and long-read RNA-seq and their seamless amalgamation has not been done yet. Here, we demonstrate that short-read RNA-seq provides higher depth for transcript quantitation whereas long-read RNA-seq provides better qualitative information. We report a widespread cDNA synthesis artifact that can markedly impact transcript assembly and quantitation. We develop a computational pipeline to infer strand-of-origin in the long-read cDNA libraries and demonstrate that its application markedly rectifies the erroneous assembly of transcripts. Combining the stranded long reads with the short reads in our new hybrid pipeline, TASSEL, leads to substantial improvement in the assembly of transcripts. This pipeline can be applied to a wide range of datasets, enabling improved characterization for downstream experimentation.

## Introduction

Characterization of transcripts and their variants is essential to advancing our understanding of gene expression in development, responses to stimuli, and disease etiology. The advent of massively parallel short-read sequencing enabled the development of transcriptomics and discovery of biological features such as gene expression levels and pervasive genome-wide low-level transcription [1,2]. High depth of sequencing, relatively low error rates, information about strand of origin and ability to sequence a wide range of RNA from varied upstream sources are some of the key advantages of short-read RNA-seq [3,4]. Furthermore, multiple computational tools have been developed and benchmarked for the alignment, assembly and relative quantitation of short-read transcripts for general as well as application-specific purposes [5,6]. However, short-read sequencing approaches bear several caveats: *i*) library preparation for short-read RNA-seq typically involves PCR amplification which is prone to length and sequence-based biases that can compromise quantification and in some cases detection [7,8]; *ii*) the length of reads (typically 50–200 bp) is much shorter than most of the transcripts, such that transcript assembly and quantitation profoundly relies on inferential re-construction of transcripts; *iii*) differences in the computational algorithms lead to substantial inconsistencies in detection of transcripts and their splicing isoforms, variations in abundance estimation, and potential segmented assembly of a continuous transcript [6,9–12]. These limitations are exacerbated for non-canonical transcripts such as long noncoding RNA (lncRNA) that are typically low abundance and lack canonical features of coding transcripts [9,13].

Towards remediating these issues, new tools have become recently available. Long-read sequencing, also known as third generation sequencing, has permitted longer spans or in some cases full-length transcripts to be sequenced [14]. The MinION device from Oxford Nanopore Technologies (ONT) can directly sequence cDNA which could potentially overcome the segmentation and PCR amplification limitations of short-read sequencing [15]. While the typical read length from short-read sequencing is less than 250 nt, long reads from ONT can reach ≥10kb [16]. This can result in improved and consistent detection of transcripts and their splicing isoforms, better mapping of repeat regions, and potential mitigation of the short-read segmentation problem [17–20]. While long-read sequencing has several advantages, it too has its share of caveats, being prone to higher error rates [18,21,22], lower transcript coverage and depth [23,24], lack of strand of origin information for reads obtained from methods such as ONT direct and PCR cDNA sequencing, and having a more limited toolkit for analysis in comparison to short-read sequencing. As many of the analysis tools were developed for DNA-level genomic assembly, they are ill-equipped to detect variations in transcript copy number and isoforms [25]. Although an array of tools has been developed for long-read RNA-seq analysis [catalogued in 26], many of them are still in their infancy and lack robustness [27]. Hybrid algorithms developed to combine short- and long-read datasets are largely built either for error correction in the long-read data [21,28] or employ short-read as a template for long-read assembly [29]. Consequently, the output is reduced in long-read information with bias towards short-read attributes [28]. There remains a dearth of approaches that truly integrate short- and long-read datasets for transcript calling. Critically, assembly frameworks of many of the current approaches are modeled on well-annotated high abundance canonical transcripts. Further refinement and development of long-read transcriptomic tools is warranted for analyses of non-canonical transcripts such as lncRNA which constitute a large fraction of the transcriptome [30].

LncRNA have emerged as important regulators of mammalian genomes, implicated in the regulation of genes through a diverse and growing set of mechanisms [31–36]. One class of transcripts that are highly enriched in lncRNA are the recently described chromatin-enriched RNA (cheRNA) [37–40]. CheRNA have been particularly difficult to characterize as they are highly cell-type divergent, predominantly unannotated, and so low abundance that they were largely unobserved prior to biochemical enrichment [37,38]. Owing to these features, we reasoned that cheRNA would provide a challenging testbed to develop and benchmark long-read RNA-seq analyses for assembly and quantitation of transcripts.

In this study, we improve existing bioinformatic workflows to integrate the quantitative depth of short-read sequencing with the qualitative strengths of long-read sequencing for improved characterization of transcripts. Using short- and long-read datasets we generated in two cell lines with mono-exonic ERCC spike-in standards, as well as existing datasets of multi-exonic sequin spike-in standards, we systematically compare key parameters and biases in the read alignment and assembly of transcripts. We also report novel artifacts and further document known pitfalls in long-read datasets that can substantially impact the identity and abundance of assembled transcripts. We develop a computational pipeline, SLURP (Stranding Long Unstranded Reads using Primer sequences), to infer strand-of-origin from ONT long-read cDNA libraries (hereafter “stranding”), markedly improving assembly of transcripts from long reads. Incorporating our stranding method, we devise a hybrid transcript assembly pipeline, TASSEL (Transcript Assembly using Short and Strand Emended Long reads), that merges qualitative features of stranded long reads with the quantitative depth of short-read sequencing. TASSEL outperforms other assembly methods in terms of sensitivity and complete assembly on the correct strand. At the molecular level, TASSEL resulted in substantially improved capture of key transcriptomic features such as transcription start and termination sites as well as better enrichment of active histone marks and RNA Pol II. To demonstrate the efficacy of TASSEL, we implement it for improved characterization of cheRNA, resolving previously ambiguous transcripts into coherent and discrete molecules. SLURP is generally applicable to other cDNA-based ONT long-read datasets and TASSEL can be applied to ONT as well as PacBio long-read RNA-seq to refine transcript identification and isoform structure, which can enable better molecular manipulations to illuminate their mechanisms.

## Results

### Using short- and long-read RNA-seq to capture chromatin-enriched RNA

To evaluate the merits of short- and long-read sequencing platforms for assembly and molecular feature characterization of transcripts, we focused our efforts on a specific but challenging class of transcripts called cheRNA (chromatin-enriched RNA). We leveraged biochemical fractionation of nuclei [37,41] to obtain cheRNA (Fig 1A) in two cell lines—HAP1, a near-haploid leukemia cell line derived from KBM-7 [42], and HL1, a cardiac muscle cell line derived from AT-1 mouse atrial cardiomyocytes [43]. Importantly, at the nuclear extraction step, mono-exonic ERCC RNA standards [44] were spiked in to allow for quality control analyses and direct comparisons between samples for both short- and long-read libraries. Fractionated RNA was then depleted of ribosomal RNA and subjected to either short-read or long-read RNA sequencing. 

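For HL1 cells, 3 short-read libraries of the chromatin fraction and 3 of the nucleoplasm fraction were analysed, each made from 100 ng of RNA and sequenced as 50 bp stranded reads. The authors aligned the reads to the mm10 assembly with hisat2, assembled transcripts with StringTie, merged the assemblies of both fractions, re-estimated each library on the merged set and counted genes with prepDE. They deposited the gene counts after division by a DESeq2 size factor for each library, so the values are normalized counts and are not scaled for gene length. In every library 100% of the values were whole multiples of the value of 1 read, and the size factors of that step lay between 0.834 and 1.38. The reads recovered in this way totalled 100595246, 93400735 and 91657034 in chromatin replicates 1 to 3, and 102000472, 96684935 and 121773350 in nucleoplasm replicates 1 to 3. prepDE converts coverage to counts with a read length that the paper's text does not name, so these totals scale with that length. The table lists 65265 genes, of which 20637 are assembled loci, 44536 carry a RefSeq transcript accession and 92 are ERCC standards. The 20 genes with the highest values took between 22.4% and 25.2% of each chromatin library and between 28.5% and 43.7% of each nucleoplasm library. The label field for the RNA fraction reads chromatin for the 3 nucleoplasm libraries, while their titles and the paper name nucleoplasm, and they were treated as nucleoplasm. Fractions were compared with limma on log2(normalized count + 1) over the 35830 genes above 0 in at least 1 of the 6 libraries, and fold changes are on that scale, which understates the change of genes with low counts.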

Owing to higher quantitative depth, short-read sequencing (n = 3) was done on both fractions to identify transcripts which are significantly enriched in the chromatin fraction as compared to the nucleoplasmic fraction. We define these transcripts as cheRNA (S1A Fig). We performed long-read sequencing (n = 2) for only the chromatin fraction for comparison and conjugation with short-read transcripts from the chromatin fraction and to refine cheRNA transcript models. 

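The long-read data of HL1 were 2 libraries of the chromatin fraction, without a nucleoplasm counterpart. Reads were called with a minimum quality of 7 for replicate 1 and 9 for replicate 2, and for comparisons of coverage between replicates the authors filtered replicate 1 to a minimum of 9 as well. The authors aligned the reads with minimap2, assembled each replicate with StringTie in its long-read mode, merged the assemblies and re-estimated every transcript in each replicate. The deposited values are TPM, and each library sums to 1000000, so they hold no depth. The table lists 196683 transcripts by their genomic span, of which 88345 were above 0 in replicate 1 and 93264 in replicate 2. Of these, 72491 were above 0 in both. The 20 most abundant transcripts took 4.20% of the TPM of replicate 1 and 5.78% of replicate 2. With 2 libraries of a single condition, no test between conditions was possible, and values were compared across transcripts, which are not independent replicates.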

For long-read RNA-seq, RNA was polyadenylated for use with polyT primers, subjected to library preparation using the Oxford Nanopore direct cDNA sequencing kit, then run on a MinION sequencer. We chose the cDNA sequencing platform as it has higher yield than the direct RNA sequencing platform [45]. We obtained ~1.2M and 3M reads for HAP1 replicates, and ~1.8M and 2.5M reads for HL1 replicates and subjected them to our analysis pipeline (S1 Table). The median sizes of reads in the long-read libraries were 1.7–1.9kb for HAP1 samples and 1.2–1.4kb for HL1 samples; replicates were nearly identical in read length profiles (Figs 1B and S1B and S1 Table). Thus, our long-read sequencing captures much longer reads than typical short-read sequencing. Next, long reads were aligned using minimap2 [46] to human (hg38) and mouse (mm10) genome assemblies for HAP1 and HL1, respectively. Aligned long reads showed strong correlation for genomic coverage between the replicates (pearson r = 0.92 and 0.86 for HAP1 and HL1, respectively) (Figs 1C and S1C). Similarly, short-read alignments with hisat2 [47] also showed high correlation between replicates (S1D Fig) for both cell lines, attesting to the reproducibility of the RNA fractionation, library preparation, and alignment methodology used here.

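Counts over 1 kb bins were not analysed here, and replicates were compared by their normalized gene counts, as log10(normalized count + 1) across the 35830 genes above 0. In HL1 chromatin, Pearson's r between replicates was 0.953 (1 and 2), 0.934 (1 and 3) and 0.935 (2 and 3). In nucleoplasm the r of replicates 1 and 2 was 0.965, and replicate 3 gave 0.953 with each of the others. The 9 pairs of a chromatin and a nucleoplasm library gave r from 0.883 to 0.908, below every pair within a fraction. With a pseudocount of 0.1, the setting that moved it most, the lowest r within a fraction was 0.872.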

**Fig 1:**
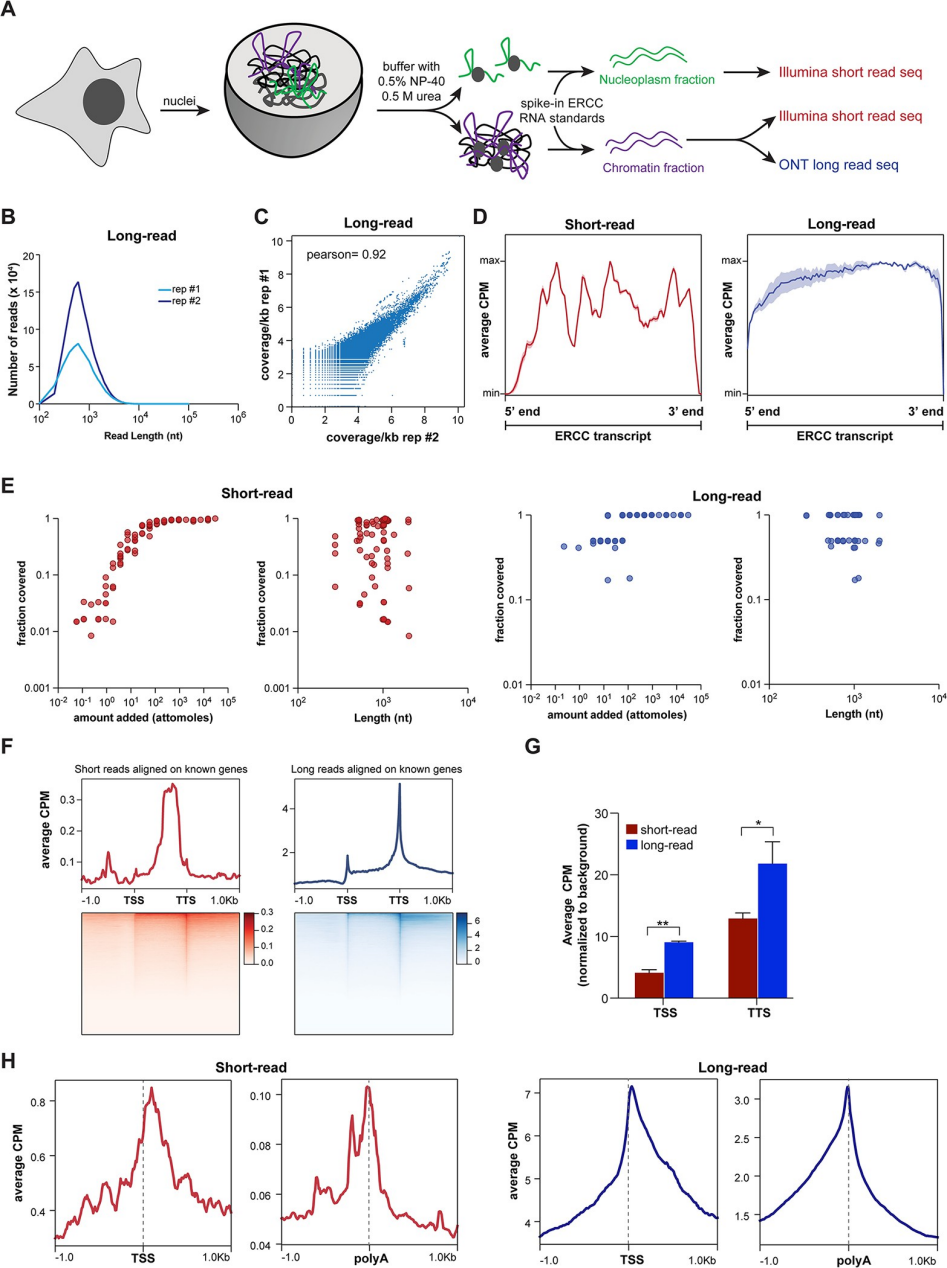
Short- and long-read RNA-seq to capture chromatin-enriched RNA. **A.** Schematic illustrating the nuclear fractionation of cells to isolate chromatin-enriched RNA (cheRNA) then subjected to short- and long-read sequencing. Nuclei from HAP1 and HL1 cells were fractionated into nucleoplasm and chromatin fractions using urea/detergent buffer [37], and ERCC standard RNA [44] were spiked in before RNA extraction and sequencing. For short-read, both the nucleoplasm and chromatin fraction RNA were subjected to single end 50 bp Illumina sequencing (n = 3). For long-read, only the chromatin fraction was sequenced using Oxford Nanopore Technology (ONT; n = 2). **B.** Density plot of read lengths from long-read sequencing of HAP1 replicates (n = 2). **C.** Correlation between HAP1 replicates (n = 2) for genomic coverage of long-read alignments binned at 1 kb. Pearson correlation is shown. **D.** Average counts per million (average CPM, dark color; +/- SD, lighter color) of aligned reads across all ERCC transcripts, meta-scaled to 1000 nt, in the HAP1 short-read (n = 3) and long-read (n = 2) samples. **E.** Relationship between the average fraction of ERCC transcripts covered by short (left) or long (right) read alignments as a function of their amount (attomoles) or length (nt) for HAP1 samples. **F.** Metagene plots and heatmaps of mapped read coverage (average CPM) for HAP1 short- and long-read alignments, scaled to transcription start sites (TSS) and transcription termination sites (TTS) of gencode hg38v41 genes. **G.** Enrichment of TSS ± 50 bp as well as TTS ± 50 bp in short-read replicates (n = 3) and long-read replicates (n = 2) in HAP1 samples. Average counts in the indicated region for each of the replicates were normalized to a background of random 100 bp regions in the same library to account for variations in the depth of the libraries. * p < 0.05; ** p < 0.01; unpaired Student’s t-test. **H.** Metagene plots of mapped read coverage (average CPM) for HAP1 short (left) and long (right) reads, centered on curated transcription start sites (TSS; [50]) or termination sites (polyA; [51]).

### Spike-in standards highlight similarities and limitations in short- and long-read alignment

Transcript coverage is critical for correct assembly and estimation of abundance. The use of ERCC spike-in RNA enables us to directly compare coverage of short- and long-read alignments. Short-read alignments were highly variable in the gene body with clear lack of coverage at the 5’ and 3’ ends, whereas long-read alignments showed largely homogenous coverage across ERCC transcripts (Figs 1D and S1E). Next, we tested the extent to which a given transcript is covered as a function of its abundance or length. We observed that the fraction of a given transcript covered by short-read alignment showed a sigmoidal relationship with the amount added: near-linear sensitivity for low abundance transcripts, with coverage saturating at mid- to high-abundance transcripts (Figs 1E and S1F). While long-read alignments also showed a similar trend, they had less dynamic range, especially for low abundance transcripts. 

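ERCC standards were counted as detected when their mean value over the replicates was above 0. By normalized short-read counts in the chromatin libraries of HL1, 83 of the 92 standards were detected. Requiring a value above 0 in all 3 chromatin libraries left 65, and requiring a mean of at least 3 recovered reads left 61. By long-read TPM, 51 standards were detected through the entry of the standard itself, and 41 were above 0 in both libraries. Another standard had TPM only on its minus strand, which brings the count to 52 when either strand is accepted. All 51 were also detected by short reads. Their median normalized count was 184.8, against 1.73 for the 32 standards detected by short reads only, whose highest mean count was 29.0. The standards are between 273 and 2022 nt long.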

Of the 92 ERCC transcripts, 78 and 82 were detected for HAP1 and HL1 short-read datasets respectively (Figs 1E and S1F, *left*), as compared to 51 and 58 in the long-read datasets (Figs 1E and S1F, *right*). This is consistent with higher depth of the short-read datasets as compared to the long-read datasets (S1 Table). Importantly, the fraction coverage of ERCC transcripts was independent of the length of the transcripts for both short- and long-read alignments. Similarly, the coverage of known genes in our HAP1 and HL1 datasets is also independent of the length of the gene (S1G Fig), indicating that our libraries are free of any artifactual length biases. Thus, high correlation between replicates, sensitivity to abundance, and absence of length bias demonstrate the reliability of our library-prep and alignment methods for both sequencing platforms.

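Coverage along genes was not analysed here. TPM is already scaled for length, and it was compared with the spliced length of the known transcripts whose accession has a GENCODE M21 counterpart. Of 32039 such transcripts, 10490 had a mean TPM above 0, with a median length of 2564 nt. Spearman's rho between mean TPM and length was 0.0260 across these transcripts. By quintiles of length, from the shortest to the longest, the median TPM was 2.34, 3.36, 2.95, 3.37 and 3.66. Among transcripts of at least 1 TPM rho was -0.0599, so its sign depended on the minimum TPM.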

### Long-read alignments are better in capturing transcript termini

As short-read libraries are generated using random hexamers from fragmented RNA-samples and sequenced often with read lengths of less than 100 bp, a given read covers only a fraction of the transcript. Since long reads have the potential to capture a full-length transcript (Figs 1B and S1B), we reasoned that long-read alignment might be able to capture ends of transcripts better than short-read alignment. To formally test this hypothesis, we compared the distributions of long- and short-read alignments over known genes. While the short-read alignments showed better coverage in the gene bodies, the long-read alignments evinced better demarcation of transcription start sites and transcription termination sites of annotated genes (Figs 1F, S1H and S1I). A direct comparison showed that the 5’ and 3’ ends of a gene are more prevalent in the long-read alignments than the short-read alignments (Fig 1G). The lower gene-body coverage in the long-read alignments is consistent with previous findings [20,48]. Additionally, we observed strong 3’-end coverage bias for long reads as reported by previous studies [20,49].

A limitation of the foregoing analyses is that they are restricted to reference genes. However, there are many more experimentally derived TSS and TTS independent of the consensus reference annotation. To expand our analysis, we calculated the coverage of short- and long-read alignments on transcription start sites annotated on the basis of CAGE, TSS-Seq and RAMPAGE [50] as well as highly curated polyA sites [51]. Alignments from both sequencing platforms showed enrichment over these key ends of transcripts (Figs 1H, S1J and S1K). The metagene plots of long-read alignments centered over curated TSS showed more density going into the gene body relative to upstream of the TSS for both cell lines. Conversely, long-reads centered over TTS showed more density coming from the gene body relative to downstream of the TTS for both cell lines. Corresponding short-read plots showed noisier profiles and symmetrical density distributions, indicating less biologically representative capturing of 5’ and 3’ ends (Figs 1H, S1J and S1K). Thus, we conclude that long reads are capturing transcript molecule ends more effectively than short reads. Enhanced capture of intact transcripts in long-read sequencing can improve the detection of rare isoforms and gene-fusion events (see S1 Note). Taken together, these analyses suggest that short- and long-read datasets can complement each other for better coverage of transcriptomic elements.

### Benchmarking long-read transcript assembly

One of the crucial steps of RNA-seq analysis is assembly of transcripts from the reads as it dictates the identification of transcript structure, isoform variants, gene abundance and differential gene expression. Therefore, we compared three different transcript assembly programs: Cufflinks [52], StringTie2 [53,54] and FLAIR [55]. First, we compared these programs for the assembly of the ERCC spike-in standards as we know the exact transcript structure of these transcripts. We observed that guided assembly with StringTie yielded highest sensitivity and precision across short- and long-read assembly (S2A Fig). A major limitation of the ERCC spike-in standards is that they are unspliced transcripts with no alternative isoforms; as such they may fail to capture the complexity of a typical mammalian transcriptome. To overcome this caveat, we also tested the assembly methods on the sequin spike-in standards in the existing short- and long-read datasets from the SG-Nex consortium [48]. Sequins are multi-exonic spike-in RNA standards with alternative isoforms [56]. Similar to ERCC standards, guided assembly with StringTie outperformed other short- or long-read methods (S2A Fig). Furthermore, StringTie also performed better than other methods for transcript assembly in our HAP1 and HL1 datasets. In general, we observed that short-read transcript assembly has higher accuracy as well as precision than long-read transcript assembly. This could arise due to multiple factors such as lower depth, higher error rate and suboptimal assembly of long-read sequencing [57].

As estimation of transcript and gene abundance is one of the desired outcomes of most RNA-seq analyses, we assessed whether our short- and long-read alignment and transcript assembly are sensitive to variations in abundance and lengths of transcripts in the transcriptome. To do so, we computed abundance of mono-exonic ERCC and multi-exonic sequin spike-in standards, as their identity, abundance, and lengths are known *a priori*. We observed that the abundance of each spike-in standard in the short- and long-read libraries via StringTie assembly and quantitation showed a near-linear relationship with the concentration of each standard transcript added during library preparation (Figs 2A and S2B). A similar relationship was also observed using BedTools [58] which computes coverage based on alignments and is independent of transcript assembly (S2C Fig). Short-read library preparation involves PCR amplification whereas the long-read direct cDNA libraries were made without PCR. The linear range of transcript quantitation by short-read assembly and its similarity with the long-read assembly suggests that it is largely free of PCR biases typically thought to be associated with short-read RNA-seq analyses [7,8]. 

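For HL1, the short-read measure was the mean normalized count in chromatin divided by the length of the standard, and the long-read measure was the mean TPM. Across the 83 standards above 0 in short reads, Spearman's rho with length was -0.00593 (permutation test, p = 0.957). Across the standards above 0 in long reads, rho was 0.0162 (permutation test, p = 0.911). With the correlation of the platforms these were 3 relations over the standards, and both relations with length had a Benjamini-Hochberg adjusted p of 0.957.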

We also observed that quantitation of short- and long-read data are independent of the length of spike-in transcripts (Figs 2A and S2B). This is particularly informative for short-read RNA-seq as it demonstrates that although individual RNA is fragmented during short-read library prep, StringTie can efficiently assemble and quantitate a wide range (0.2–7 kb) of well-annotated transcripts from short reads. However, in the absence of an adequate ground truth knowledge of the precise transcriptome in these cell lines, we caution the extrapolation of this finding to more complex and diverse mammalian transcriptomes. Assembled transcript counts from long-read replicates were well correlated for medium and high abundance transcripts (Fig 2B, HAP1 R^2^ = 0.83; S2D Fig, HL1 R^2^ = 0.74), indicating reproducibility of the extraction, sequencing, and analysis pipeline. 

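In HL1, log10 TPM of the replicates gave R2 = 0.364 across the transcripts above 0 in both long-read libraries. The value depended on abundance and on the scale. For the 55530 transcripts of at least 1 TPM in both libraries R2 was 0.582, and for the 12823 with a mean of at least 10 TPM it was 0.449. Sums of TPM by gene gave 0.402 over 67178 genes. Without the logarithm, over all transcripts listed, R2 was 0.743; this scale was chosen after the other values had been seen.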

Consistent with higher counting error at the lower ends of the distribution, we detected increased divergence in quantitation of low abundance transcripts.

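The spread between the HL1 long-read replicates was measured as the SD of the log10 ratio of their TPM. It was 1.16 for the 7390 transcripts with a mean log10 TPM below 0, 0.469 for the 53086 between 0 and 1, and 0.286 for the 12015 above 1. An SD of 1.16 on this scale exceeds the width of the middle group. Transcripts listed at 0 in either replicate were outside these groups. Among transcripts whose higher replicate had a log10 TPM below 0, 69.2% of 9649 were above 0 in only that replicate, compared with 34.6% of 81454 between 0 and 1 and 9.82% of 18015 from 1 upward.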

**Fig 2:**
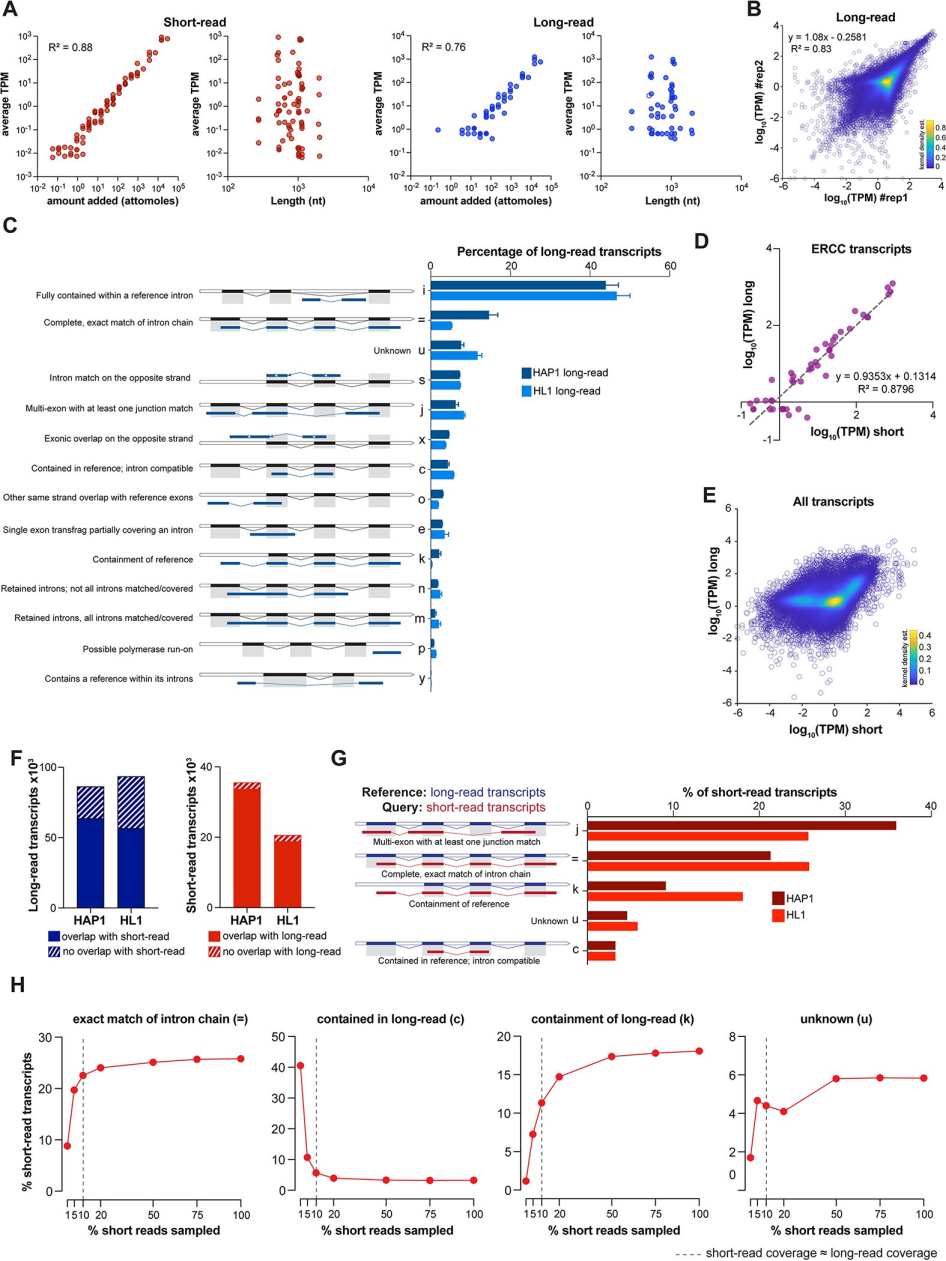
Optimization of short- and long-read transcript assembly. **A.** Average abundance (Tags Per Million; TPM) of ERCC transcripts determined by StringTie versus amount added (attomoles) or length (nt) of the transcript in HAP1 samples (n = 3 for short reads, n = 2 for long reads). Short-read plots are shown in red (left), long-read plots in blue (right). R^2^, correlation coefficient for linear regression. **B.** Correlation between HAP1 replicates for long-read transcriptome assembly by StringTie. Shown are the scatter plots of abundance (TPM) of each transcript in the two replicates. Colors correspond to kernel density estimations of scatter plot distribution. R^2^, correlation coefficient for linear regression. **C.** Comparison of structure of transcripts assembled by StringTie for HAP1 and HL1 long-read samples with structure of reference genome transcripts. The class codes for relationship between the assembled transcript and the closest reference transcript were deduced from gffcompare. **D.** Correlation plot for the average abundance (TPM) of ERCC spike-in transcripts in the short-read datasets (n = 3) with the average abundance in the long-read datasets (n = 2) of HAP1 samples, determined by StringTie. Shown are the transcripts detected by both sequencing platforms. **E.** Scatter plot comparing the average abundance (TPM) of all transcripts in the short-read datasets (n = 3) and the long-read datasets (n = 2) in HAP1 samples. Transcripts assembled by short- and long-read assembly were merged using StringTie merge to obtain a non-redundant pool of transcripts across samples. Abundance in each sample was then calculated using the re-estimation function of StringTie using this merged transcriptome as the template. Color bar corresponds to kernel density estimations of scatter plot distribution. **F.** Number of long-read transcripts with or without any overlapping transcript in the short-read datasets (*left*); number of short-read transcripts with or without any overlapping transcript in the long-read datasets (*right*). **G.** Structural comparison of short-read assembled transcripts with the long-read assembled transcripts for HAP1 and HL1 samples. The long-read transcriptome assembly was used as the reference and short-read as the query in gffcompare. **H.** Percent of transcripts in the down-sampled short-read dataset for several key transcript structures (class codes in panel 2G) using long-read transcripts as a reference in HL1 samples. Note that the depth of 10% of HL1 short-read dataset (dotted line) is approximately equivalent to the depth of long-read dataset in terms of number of mapped bases.

Having established the efficacy of StringTie in the assembly of transcripts from long reads, we compared the assembled long-read transcriptomes with reference transcriptomes (Fig 2C). 

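The long-read table of HL1 gives spans and no exons, so the classes of gffcompare were approximated by span, with rules set after the table had been seen. Of 109061 mouse transcripts with a mean TPM above 0, 25900 (23.7%) were listed under a reference accession and 83161 (76.3%) were assembled. In all, 90626 (83.1%; 95% Wilson interval 82.9 to 83.3, counting error only) shared at least 1 bp with a reference transcript of the table on either strand. Among transcripts of at least 1 TPM the share was 81.0%, and among those above 0 in both libraries it was 85.3%. Transcripts listed under a reference accession are reference transcripts themselves, so in each of these shares their overlap was given in advance. Exact matches of intron chains and shared junctions were not analysed here.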

We observed that more than 80% of long-read transcripts overlapped with the reference transcriptome: 5–14% of transcripts matched exactly with the reference transcriptome, while 6–8% showed a match of at least one intron-exon junction. In contrast, 45–60% of transcripts assembled from short-read samples showed an exact match with the reference transcriptome (S2E Fig). Similar to previous analyses [54], we observed that a large percentage of the long-read assembled transcripts (>40%) were fully contained in reference gene introns. These truncated transcripts could originate from inherent limitations of long-read sequencing, such as incomplete assembly due to low coverage and internal priming of oligo-dT primers [reviewed in 20]. 

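By span, 40636 HL1 long-read transcripts (37.3%; 95% Wilson interval 37.0 to 37.5) lay inside a reference transcript, touched no GENCODE M21 exon on either strand and were not themselves reference transcripts. The share rose to 41.9% among the 95190 transcripts of at least 1 TPM.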

The prevalence of such transcripts is higher in our dataset, possibly because of the enrichment of nascent transcripts in the chromatin-bound transcripts [59–61]. 

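Among HL1 long-read transcripts, 27290 (25.0%; 95% Wilson interval 24.8 to 25.3) were assembled models that overlapped reference transcripts on the opposite strand and none on their own strand. This count takes any overlap of spans and does not require an intron match, since introns are not in the table. It was 28.1% among the 72446 mouse transcripts above 0 in both libraries. A further 64 transcripts carried no strand.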

Notably, many transcripts in our long-read datasets (~7%; Fig 2C class code “s”), in contrast to the short-read datasets (S2E Fig, class code “s”), were assembled to the opposite strand of the reference transcriptome. This is because strand information is lost during the preparation of cDNA for ONT direct cDNA long-read RNA-seq. In contrast, the short-read libraries were prepared using a method that preserves the strand information.

### Comparison of short- and long-read data

After establishing that our long-read datasets pass initial quality control measures, we assessed long-read sequencing performance relative to the short-read sequencing. To do so, we leveraged matching short-read datasets for each cell line, which also contained spiked in ERCC RNA. 

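The short-read values of the ERCC standards in HL1 chromatin were divided by the length of each standard, since normalized counts, unlike TPM, grow with length. Across the 51 standards above 0 on both platforms, the regression of log10 mean long-read TPM on the log10 short-read value gave R2 = 0.909 (Pearson's r = 0.954, permutation test, p = 1e-05, the smallest that 100000 resamples can give; Benjamini-Hochberg adjusted p = 3e-05). Spearman's rho was 0.940. Leaving out each library in turn gave R2 from 0.879 to 0.914.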

Analysis of averaged TPMs of ERCC standards from StringTie for long reads (n = 2) against short reads (n = 3) showed strong correlation between the HAP1 and HL1 datasets (R^2^ = 0.88 and 0.91, respectively) (Figs 2D and S2F). 

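Genes of both platforms in HL1 chromatin were matched by symbol, with the TPM of reference transcripts and the normalized counts summed for each gene. Of 29083 shared genes, 12231 were above 0 on both platforms, and their Spearman's rho was 0.679 (Pearson's r of the log10 values, 0.656), across genes, which are not independent replicates. Another 7011 genes were above 0 in short reads and listed at 0 in long reads. Their median normalized count was 6.87, against 909.2 for the genes above 0 on both platforms. A further 465 genes were above 0 only in long reads. Assembled transcripts did not enter the long-read sums, so a gene listed at 0 there may still have TPM on them. Normalized counts were not divided by length here, which TPM is. The setting that moved rho most was a minimum mean count of 100, which lowered it to 0.506 over 9488 genes.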

Expanding this analysis to all transcripts assembled by StringTie showed high correlation of quantitation for highly abundant transcripts (Figs 2E and S2G). However, we observed increased divergence for low abundance transcripts (log_10_(TPM) < 0), as short-read sequencing showed more dynamic range than long-read sequencing for these transcripts. This is consistent with higher sensitivity of short-read sequencing for low abundance transcripts (Figs 2A and S2B). 

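For the 3218 HL1 genes with a log10 TPM below 0 in long reads, the SD of the log10 ratio of short-read count to TPM was 0.991, against 0.778 for the 5507 genes between 0 and 1 and 0.692 for the 3506 genes above 1. In the lowest group the log10 short-read count had an SD of 0.964 and the log10 TPM an SD of 0.511. The groups were formed by long-read TPM, which limits its spread in the middle group to an SD of 0.283. Within the groups, Spearman's rho across genes was 0.255 below 0, 0.440 between 0 and 1, and 0.135 above 1, so rho did not rise steadily with abundance once the range of TPM was limited.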

While both transcript assembly platforms peaked at similar lengths in their distributions, short-read assemblies had a higher number of long transcripts (S2H Fig).

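In HL1, 93719 of the long-read transcripts (85.9%; 95% Wilson interval 85.7 to 86.1) shared at least 1 bp, on either strand, with a gene above 0 in the short-read chromatin libraries. This comparison uses the spans of genes, introns included. It was defined after the tables had been seen, and gave 84.5% for transcripts of at least 1 TPM and 89.5% for transcripts above 0 in both long-read libraries.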

We observed more than 70% of long-read transcripts in the HAP1 dataset and more than 60% in the HL1 dataset had an overlapping transcript in the corresponding short-read dataset (Fig 2F). Conversely, more than 90% of short-read transcripts had an overlap in the corresponding long-read dataset (Fig 2F). 

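Of 34071 mouse genes with a mean above 0 in the HL1 short-read chromatin libraries, 26161 (76.8%; 95% Wilson interval 76.3 to 77.2) overlapped a long-read transcript on either strand. The share was 87.6% among the 24562 genes with a mean normalized count of at least 10 in chromatin, and 90.1% among the 19630 assembled loci.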

Then, we compared the fine-scale structure of short- and long-read assembled transcripts. More than 20% of short-read transcripts in the HAP1 dataset and more than 25% of short-read transcripts in the HL1 dataset showed an exact match with their long-read counterparts (Fig 2G). Additionally, ~30% of multi-exon short-read transcripts had at least one intron-exon junction matched with the corresponding long-read transcripts. The differences in transcript structure between the two platforms could arise due to differences in the depth of sequencing or the inherent differences in the sequencing and assembly methodologies. To test the effect of depth differences, we compared the long-read transcriptome structure with that derived from down-sampled short reads (Fig 2H). The percentage of short-read transcripts matching exactly with a long-read transcript increases concomitantly with the depth of short-read sequencing (Fig 2H, class code “=“) until the short-read coverage equals that of long-read coverage. We detected minimal change thereafter as it denotes the maximum limit of coherent assembly for long-read assemblies and saturation of the total number of transcripts assembled in the short-read assembly (S2I Fig). The inverse trend is seen for short-read transcripts that are contained within the long-read transcripts (Fig 2H, class code “c”), emphasizing the fact that assembly from low-depth short-read RNA-seq leads to artifactual segmentation of transcripts. Conversely, we detected that a higher proportion of short-read transcripts contained a long-read transcript with increase in the depth of short-read sequencing (Fig 2H, class code “k”). This suggests that lower depth of long-read sequencing can cause incomplete assembly of transcripts, consistent with our observation that short-read assemblies had a higher number of long transcripts (S2H). The proportion of short-read transcripts with no counterpart in the long-read dataset was typically higher in the high-depth short-read dataset (Fig 2H, class code “u”). These analyses indicate that sequencing depth is an important but not the only factor that limits concordant assembly of transcripts between the short- and long-read platforms.

Our analyses highlight two main caveats of transcript assembly by long reads: assembly of long-read transcripts on the incorrect strand due to the lack of strand of origin information, and containment of long-read transcripts in the reference genes due to the lack of sequencing depth. We undertook to develop a computational pipeline to overcome these limitations.

### Development of computational stranding of long reads to improve transcript assembly

There are many methods to prepare and sequence stranded libraries for short-read RNA-seq [62] which culminate in accurate assembly and analyses of transcripts [63]. However, libraries prepared from ONT direct and PCR-cDNA methods inherently lack strand of origin information. Consequently, these methods suffer from alignment of reads to the incorrect strand of the locus of origin, leading to assembly of transcripts opposite to their true strand (Fig 2C). As the existing software for stranding of long reads discarded >70% of the reads in our datasets (S3A Fig), we sought to develop a computational “stranding” pipeline, SLURP (Stranding Long Unstranded Reads using Primer sequences). Our method exploits the sequences of primers used during preparation of cDNA long-read libraries to infer strand of origin (Fig 3A). Specifically, primer 1 (with a polyT 3’ end) is used to synthesize the first strand of cDNA by reverse transcriptase, which subsequently switches its template strand using primer 2 (with a GGG 3’ end) to synthesize the second cDNA strand. Therefore, we reasoned that the presence of primer 1 or the reverse complement of primer 2 in a read would indicate that it originates from the first strand, whereas the presence of primer 2 or the reverse complement of primer 1 would denote that the read is derived from the second strand. As the primers are incorporated in the majority of the reads, we took advantage of a motif-enrichment tool, MEME [64], to predict the sequences of primer 1 and primer 2 (S3B Fig). We checked the location and prevalence of the two primer sequences in the long reads. Consistent with priming from the transcript termini, primer 1 and primer 2 were highly enriched within the first 100 bp of the reads while their reverse complements were enriched in the last 100 bp of the reads (Fig 3B). To our surprise, we observed that the prevalence of primer 1 (>53% of reads) is considerably higher than primer 2 (<9%) in the direct-cDNA kit, suggesting that the first strand synthesis step is more efficient than strand-switching and second strand synthesis. This skew may account for the coverage bias at the 3’-end of long-read RNA-seq reported in many previous studies [reviewed in 20].

**Fig 3:**
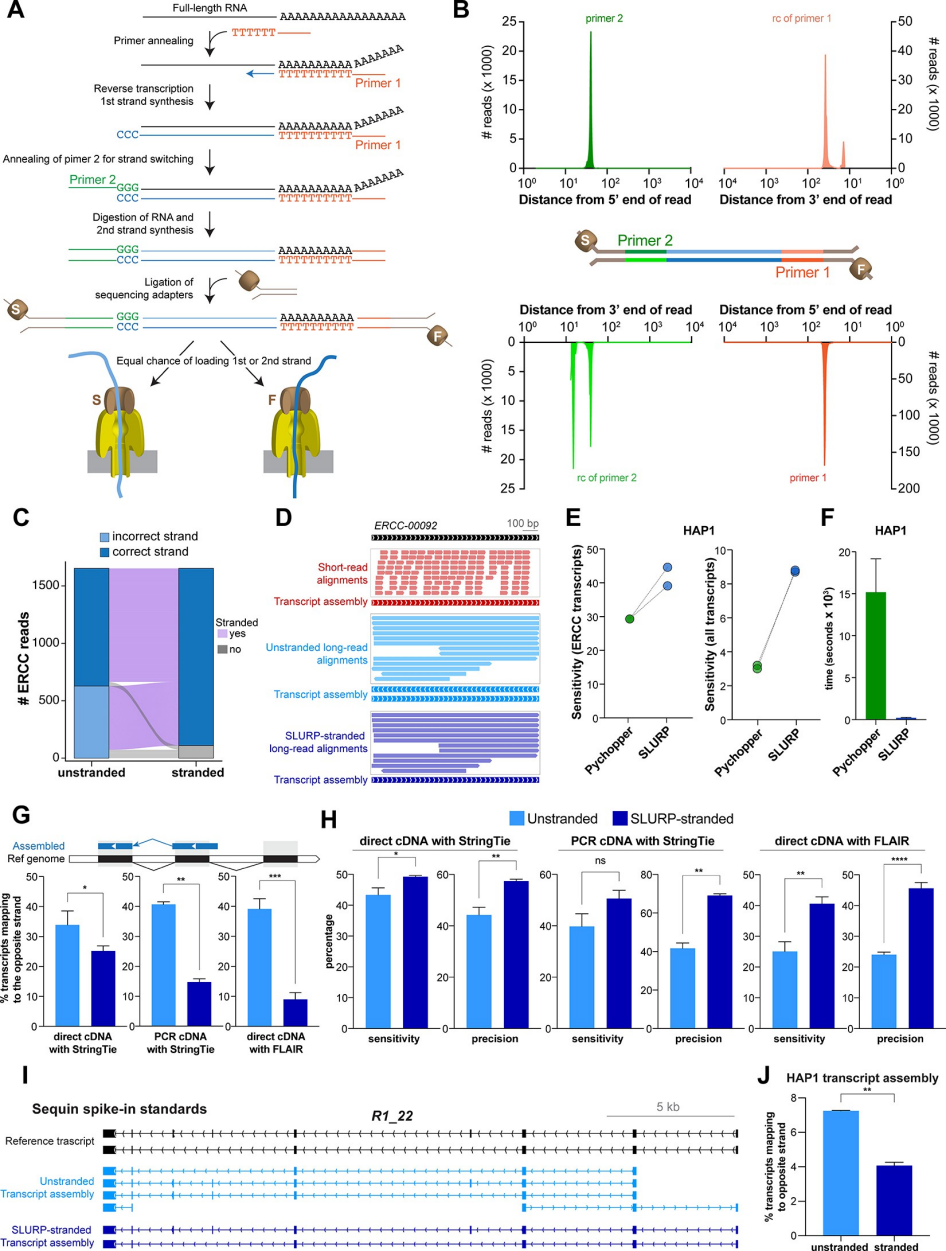
Primer-based elucidation of the strand of origin of long reads. **A.** Schematic of ONT long-read cDNA library preparation. Primer 1 with 3’ polyT initiates first strand synthesis by reverse transcriptase that adds non-templated -CCC- at the end. Primer 2 with -GGG- end anneals to the first strand and mediates strand switching for synthesis of the second strand. Sequencing adapters are subsequently ligated to the double stranded cDNA molecule. Either of the two strands (F: first, S: second) can be loaded in a given sequencing nanopore. **B.** Location and enrichment of sequencing primers (primer 1 and primer 2) and their reverse complements in the long reads. **C.** Change in the correct strand mapping of unstranded and stranded long-reads to ERCC transcripts. **D.** Assembly of ERCC-00092 transcript by unstranded and stranded long reads. **E.** Comparison of Pychopper and SLURP for the sensitivity of assembling the ERCC (left) or human (right) transcripts in the HAP1 dataset. **F.** Comparison of user time required by Pychopper and SLURP to strand reads in the HAP1 dataset. **G.** Comparison of percentage of sequin spike-in standard transcripts mapping to the opposite strand of the reference annotation in the unstranded and stranded long-read assemblies using direct cDNA and PCR-cDNA datasets with StringTie as well as direct cDNA dataset with FLAIR (n = 2–3; mean ±SD; * p < 0.05; ** p < 0.01; *** p < 0.001 unpaired Student’s t-test). **H.** Comparison of SLURP-mediated change in the sensitivity and precision of the sequin spike-in standards transcript assembly. **I.** Example of a sequin spike-in standard transcript correctly assembled upon SLURP-mediated stranding of long reads. **J.** Comparison of percentage of transcripts mapping to the opposite strand of reference transcripts in the unstranded and stranded long-read transcriptome of HAP1 cells (n = 2; mean ±SD; ** p < 0.01 unpaired Student’s t-test).

We compared different combinations of primer searches as well as permissible number of mismatches to strand our long-read libraries. Guided by their prevalence (Fig 3B), we restricted our search of primer sequences to the first or last 100 bp of reads to minimize artifactual stranding due to coincidental occurrence of these sequences in read interiors. We observed that a 3-criteria (primer 1, primer 2 and reverse complement of primer 2) search combined with 2 mismatches provided an appropriate balance between the number of assembled transcripts and extent of correct stranding with respect to the reference transcriptome (S3C and S3D Fig). SLURP yielded significantly more stranded reads than UNAGI [65] and Pychopper (https://github.com/epi2me-labs/pychopper) (S3A Fig). We checked the efficacy of SLURP on ERCC spike-in standards, as their precise strand of origin is known *a priori*. SLURP successfully reassigned the majority (>90%) of the long reads originated from ERCC loci to their correct strand (Fig 3C). Importantly, while the alignment of unstranded long reads led to ambiguous assembly of two ERCC-00092 transcripts in opposite directions, alignment of stranded long reads led to assembly of one correct transcript (Fig 3D). Notably, SLURP demonstrated higher sensitivity of ERCC transcript assembly than Pychopper, with equivalent or better precision (Figs 3E and S3E) in the HAP1 dataset. Similar increase in sensitivity of detection was also observed for human transcripts in the HAP1 datasets (Figs 3E and S3E). As a result, use of SLURP led to assembly of a substantially greater number of matching transcripts than Pychopper (S3F Fig). We reason that the increase in the yield of stranded reads by SLURP results in increased sensitivity of detection as well as precise end-to-end assembly. For example, use of Pychopper led to a truncated assembly of *ERCC-00108* transcript whereas use of SLURP led to assembly of the full transcript (S3G Fig). Furthermore, use of SLURP had markedly lower computational load than Pychopper (Fig 3F). SLURP-mediated improvement is not limited to StringTie as similar increase in sensitivity and precision was also detected for transcripts assembled by FLAIR (S3H Fig). When tested on HL1 (mouse transcripts) and HCT116 datasets from the SG-Nex consortium, SLURP outperformed Pychopper in terms of sensitivity and precision of assembly as well as the computational overhead of stranding (S3I and S3J Fig).

Then we tested SLURP on multi-exonic sequin spike-in standards. Use of SLURP markedly reduced the proportion of transcripts assembled on the wrong strand of the reference annotation for both direct cDNA and PCR-cDNA kits of the ONT platform (Fig 3G). In addition to the transcript assembly by StringTie, SLURP also rectified wrong-strand assembly by FLAIR. SLURP not only corrected the strand of transcript assembly but also improved the overall sensitivity and precision of the sequin transcriptome in the direct- and PCR-cDNA datasets with StringTie and FLAIR (Fig 3H). For example, neither of the two isoforms of the multi-exonic sequin transcript *R1_22* were correctly assembled using the uncorrected long reads (Fig 3I). SLURP correction led to assembly of both the isoforms in the correct direction. When tested on sequin spike-in standards with alternate TSS/TTS, SLURP improved the sensitivity and precision of their assembly (S3K and S3L Fig). We expanded our analyses to all assembled transcripts in our HAP1 dataset as well as a K562 cell line dataset from the SG-Nex consortium [48]. Within the limits of imperfect annotation of the human reference genome for any given cell line, we observed that the stranding of long reads also led to significant reduction of transcripts assembled to the opposite strand of the reference transcriptome (Figs 3J and S3M). Removal of unstranded reads reduces the erroneous assembly of transcripts (S3N Fig). As exemplified by a known transcript (S3O Fig), the overall reduction in erroneous mapping can lead to assembly of a multi-exonic transcript that matches the gencode isoform. The foregoing analyses demonstrate that our stranding pipeline can be used as a general tool to infer strand information of complex transcripts from long-read cDNA data independent of short-read datasets or assembly programs to increase the accuracy of transcript assembly and any subsequent analysis.

### Long-read libraries are prone to reverse transcriptase cDNA synthesis artifacts

As per the library preparation method, primer 1 initiates the synthesis of the first strand and primer 2 initiates the synthesis of the second strand after the reverse transcriptase switches strands (Fig 3A). Thus, the occurrence of primer 1 and its reverse complement should be mutually exclusive. Surprisingly, we discovered that many long reads have the primer 1 sequence in their first 100 bp and the reverse complement of primer 1 in their last 100 bp (Fig 4A). The occurrence of the primer 1 sequence at each end of a single read would not be anticipated from the way the library was prepared, yet this is observed in ~6% of total reads (Fig 4B). To test the prevalence of this artifact, we probed a published long-read data set [48] and detected similar levels of such reads (Fig 4B). Although Pychopper indicates the presence of such artifactual occurrences of primer configuration, the possible basis, the underlying sequence features and the downstream effects of such reads on read alignment and transcript quantitation is not known. Further examination revealed that these reads map to the same genomic locus twice in opposite directions (Fig 4C). Notably, we found that one of these two alignments is flagged as a “supplementary alignment” by the minimap2 aligner while the other is considered as the primary alignment. We reasoned that such an alignment could be possible if the reads are palindromic. Indeed, secondary-structure prediction shows that most of these reads are largely palindromic within base calling error, with one half of the read being the reverse complement of the other (Figs 4D, 4E and S4A). Surprisingly, filtering of supplementary alignments led to substantial changes in the computation of coverage and abundance of transcripts (Fig 4F). We speculate that these reads originate when the reverse transcriptase switches strands due to micro-homology [66] and continues to synthesize cDNA using the first strand as the template (Fig 4G), leading to artifactual doubling of read length via reverse complement synthesis. Consistent with this notion, we detected virtually no palindromic reads in the direct RNA long-read libraries that do not use reverse transcriptase for cDNA synthesis (Fig 4B). Hence, these analyses reveal a possible cause and consequences of a widespread artifact in ONT long-read cDNA libraries that contribute to error in read length and counting. The mapping error by minimap2 is propagated to transcript assembly and quantitation by StringTie, which could negatively impact the accuracy of gene expression analyses.

**Fig 4:**
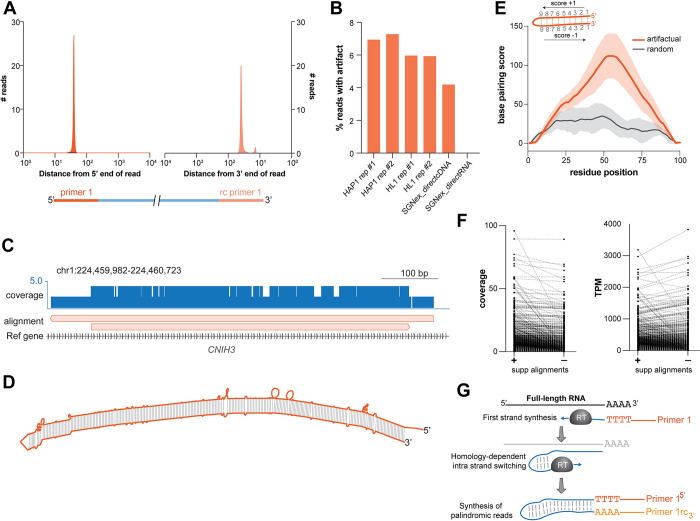
Widespread cDNA synthesis artifact in long reads. **A.** Plot showing enrichment of primer 1 at the 5’ end and the reverse complement of primer 1 at the 3’ end of artifactual reads. **B.** Prevalence of artifactual reads with primer 1 as well as its reverse complement in the libraries generated in the current as well as previously published studies. Note the lack of such artifactual reads in the library generated from direct RNA sequencing. **C.** Genome browser track showing the alignment of an artifactual read twice at the same locus (*CNIH3*) in the opposite directions. Note that this is the only read that mapped to this locus; depth of coverage by minimap2 alignment is doubled in the places where the read maps twice. **D.** Secondary structure prediction of the read in panel **C** by RNA-fold shows that it is largely palindromic. **E.** Meta mountain plot of the extent of palindromes in the artifactual (orange, n = 50) and the same number of randomly selected (black) reads from the whole set (not restricted to non-semi-palindromic). Base pairing score of the given base from the RNA fold structure is increased by 1 if the base is paired downstream and decreased by 1 if the base is paired upstream; no change for an unpaired base. Scores were scaled to 100 bp meta-transcript. Shaded region indicates SD. **F.** Measurement of the coverage (left) and abundance (TPM; right) of transcripts by StringTie before and after filtering the supplementary alignments. **G.** Model depicting a possible source of artifactual reads in the long-read libraries. Primer 1 initiates synthesis of the first strand by the reverse transcriptase (RT). A micro-homology region in a read may create a short hairpin which would lead to switching of the template strand from the original RNA molecule to the first strand which is being synthesized, producing a continuous palindromic read.

### Integration of short-read data with stranded long-read data improves transcript assembly

To overcome the limitations of long-read transcript assembly, we developed a hybrid transcript assembly pipeline, TASSEL (Transcript Assembly using Short and Strand Emended Long reads), that incorporates long range information of stranded long reads with high depth of short-read sequencing, with very low additional computational burden (Fig 5A). First, we compared TASSEL to other hybrid and standalone long-read transcript assembly programs for transcript assembly of ERCC spike-in standards (Figs 5B and S5B). TASSEL showed markedly higher sensitivity and precision of ERCC transcript assembly when compared to FLAIR [55], Bambu [67], StringTie Mix [29], RNA-Bloom2 [68], IsONform [69], IsoQuant [70] and RATTLE [71]. While the other pipelines failed to assemble >40 of the 92 ERCC transcripts, only 13 transcripts were not assembled via TASSEL (S5B Fig). FLAIR and StringTie Mix also assembled many incomplete ERCC transcripts where the assembled transcripts were shorter than the actual molecular standards. Most importantly, TASSEL, by far, assembled the highest number of complete ERCC transcripts (S5B Fig). When tested as a function of transcript abundance, we observed a large variation in the rate of false negative assembly of ERCC transcripts amongst the tested assembly methods (Fig 5C). TASSEL showed a substantially lower false negative rate than other methods, indicating its higher sensitivity. As alternative TSS and TTS of transcripts dictate most isoform differences across human tissues [72], a key parameter of assembling the correct and coherent transcript is determination of its ends. The ends of TASSEL-derived ERCC transcripts matched completely with the actual ends of these standard transcripts (Figs 5D and S5A). On the other hand, many transcripts assembled with StringTie Mix were artifactually truncated at their 5’ and/or 3’ ends. When tested on more complex sequin spike-in RNA standards, TASSEL showed highest sensitivity of transcript assembly when compared to TALON [73], Bambu, FLAIR and StringTie Mix (Fig 5E). To test the accuracy of *de novo* assembly capabilities, we tested TASSEL by randomly removing 50% of sequin annotations. TASSEL assembled the highest number of correct “total” and “hidden” transcripts when compared to the unstranded long-read, stranded long-read, short-read and StringTie Mix assemblies and TAMA pipeline [74] (Figs 5F and S5C). We observed that TAMA is highly reliant on reference annotations as it was able to assemble only one matching sequin transcript (compared to 107 for TASSEL) in the absence of reference annotations at the merge stage, and assembled only one matching "hidden” sequin transcript (compared to 48 for TASSEL) when 50% of sequin annotations were provided at the merge stage (S5C Fig). Expanding the scope of TASSEL, we observed a similar increase in the sensitivity of transcript assembly from datasets obtained from the PCR-cDNA kit (S5D Fig). Comparing the precision of transcript assembly, we observed that the baseline precision of TASSEL was lower than the short-read or StringTie Mix assembly (Fig 5G). However, the precision of TASSEL assembly can be increased to the equivalent levels of short-read assembly and StringTie Mix by increasing the stringency of minimum read counts required for transcript assembly. Importantly, TASSEL maintains higher sensitivity of assembly than other assembly methods at higher stringency of detection.

**Fig 5:**
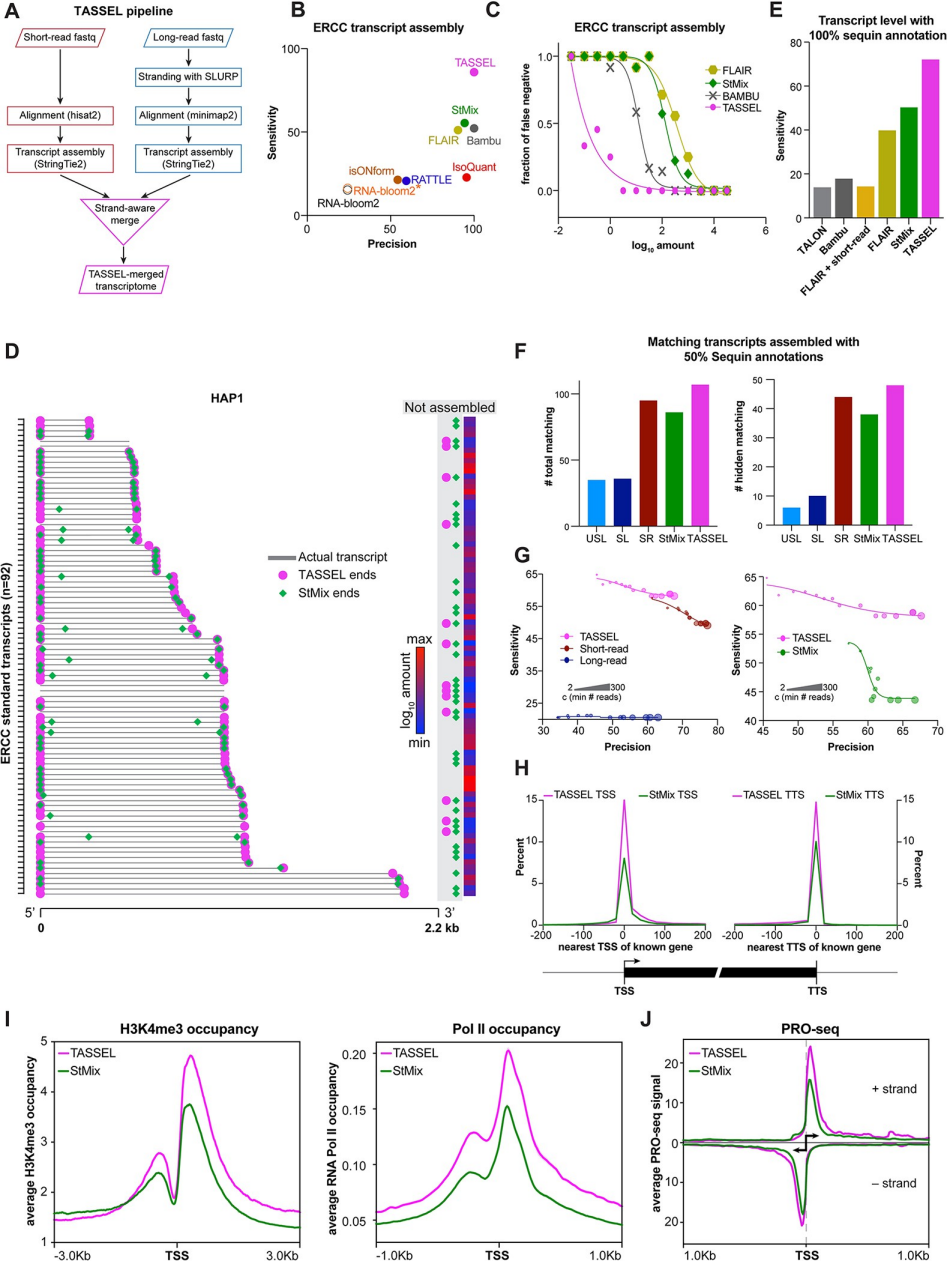
Improved transcript assembly with a strand-aware hybrid pipeline. **A.** Workflow of TASSEL (Transcript Assembly using Short and Strand-Emended Long reads) pipeline. Transcripts obtained from short-read RNA-seq are merged with those obtained from stranded long reads in a strand-aware manner. **B.** Comparison of the indicated transcript assembly methods for the sensitivity and precision of ERCC transcript assembly in the HAP1 dataset. RNA-bloom2* refers to transcript assembly by RNA-bloom2 using correction from the corresponding short reads. **C.** False negative rate of assembling ERCC transcripts, by each of the indicated assembly methods, as a function of their abundance in the HAP1 dataset. Each point represents only the ERCC transcripts at the given concentration. SLURP-stranded reads were used for FLAIR assembly. **D.** Ends of the 92 ERCC transcripts (arranged in the increasing order of length) assembled by TASSEL (magenta circle) and StringTie Mix (StMix, green diamond) in the HAP1 dataset. Gray bar indicates actual transcript. The color bar indicates the abundance of the given transcript. **E.** Sensitivity of the indicated assembly methods at the transcript level for the sequin spike-in standards. 100% of sequin annotations were provided to each of the methods during assembly of transcripts. FLAIR + short-read indicates integration of the corresponding short-read dataset at the FLAIR correction step. SLURP-stranded reads were used for FLAIR assembly. Assembled transcripts were then compared against the sequin reference annotation using gffcompare. **F.** Number of total (*left*) or hidden (*right*) matching transcripts assembled by the indicated assembly method when only 50% of the sequin annotations were provided during transcript assembly. Hidden transcripts refer to the sequin standard transcripts whose annotations were removed from the annotation file. USL: unstranded long-read, SL: stranded long-read, SR: short-read, StMix: StringTie Mix. **G.** Sensitivity and precision of the indicated assembly methods under increasing stringency of transcript detection using 50% of the sequin annotations. Stringency was increased by increasing the minimum read counts (-c) required for calling a transcript; indicated by size of the marker. **H.** Proximity of TSS (left) and TTS (right) of known genes (gencode hg38v41) to the TSS and TTS of transcripts assembled by TASSEL or StringTie Mix in the HAP1 dataset. **I.** Enrichment of H3K4me3 (left, normalized to input) and RNA Pol II (right, normalized to the total number of mapped reads) at the TSS of transcripts assembled by TASSEL or StringTie Mix in the HAP1 dataset. H3K4me3 and RNA Pol II occupancy were calculated from ChIP-seq data from HAP1 cells [97,103]. **J.** Average PRO-seq signal at TSS of transcripts assembled by TASSEL or StringTie Mix on the positive (top) and negative (bottom) strands. Normalized PRO-seq data in HAP1 cells were obtained from [99].

Next, we compared the entire transcriptome assembled in our HAP1 dataset by these programs with the reference transcripts. Although Bambu performed better than StringTie Mix for ERCC assembly, it had the lowest sensitivity of assembly at the transcript level (S5E Fig). Here again, TASSEL outperformed the other tested assembly programs. As StringTie Mix was closest to TASSEL in performance, we performed further comparisons between the two. In comparison to StringTie Mix, TASSEL showed a modest increase in transcripts that match completely to reference transcripts (S5F Fig, left). Importantly, there was a substantial decrease in the assembled transcripts that are contained within the reference transcripts (S5F Fig, right). Notably, the incidence of such intron retention transcripts is much lower in the TASSEL assemblies than those derived from only long reads. Based on our earlier analysis (Fig 2H), we rationalize that this improvement in TASSEL could be due to the incorporation of higher depth of short-read sequencing.

We also tested how TASSEL compares to StringTie Mix in the accurate determination of transcription start sites (TSS) and transcription termination sites (TTS) of all assembled transcripts. For this, we compared the TSS and TTS of TASSEL and StringTie Mix transcripts with those of known human genes (Fig 5H). TASSEL showed much better overlap with known TSS and TTS than StringTie Mix, indicating that TASSEL assembles more coherent transcripts than StringTie Mix. To further evaluate the accuracy of the assembled 5’-ends, agnostic of the reference assemblies that may not reflect TSS in a particular lineage [72], we sought to compare TASSEL and StringTie Mix for enrichment of other genomic features of 5’ ends from the same cell line. At the molecular level, transcription start sites are sites of high H3K4me3 deposition (epigenetic mark of active TSS [75]) and RNA Polymerase II (RNA Pol II) occupancy [76]. TSS derived from TASSEL were more enriched for these two functional entities than those derived from StringTie Mix (Fig 5I). Precision Run-On sequencing (PRO-seq), used to map the location of active RNA polymerase, can provide estimates of the 5’ end of transcripts [77]. TASSEL-derived TSS showed substantially higher PRO-seq signal than StringTie Mix-derived TSS (Fig 5J), suggesting that TASSEL TSS are better indicators of active TSS than StringTie Mix TSS.

To fully characterize the capabilities of TASSEL, we then dissected the contribution of the individual components of TASSEL. First, we observed that the omission of SLURP-mediated stranding in TASSEL leads to an increase in the incorrect assembly of transcripts on the wrong strand and a decrease in the proportion of completely matching transcripts (S5G Fig), suggesting an important role of SLURP stranding in the overall efficacy of TASSEL. Then we investigated the contribution of short- and long-read transcripts to the TASSEL transcriptome (S5H Fig). We observed that both short- and long-read transcriptomes contribute equivalently to the TASSEL transcriptome. Furthermore, the consensus transcripts in the TASSEL transcriptome evince better enrichment of TSS and TTS (S5I Fig) as well as H3K4me3 occupancy, Pol II occupancy and PRO-seq signal (S5J Fig) than the transcripts obtained from either of the short- or long-read transcriptomes alone. Notably, TASSEL-mediated improvement is not limited to transcript ends. For example, TASSEL fully assembled a known spliced human transcript where the original short- or long-read dataset failed to do so (S5K Fig). As a proof of principle, we tested TASSEL on a PacBio [78] long-read dataset and observed that TASSEL leads to substantial improvement in assembly of the sequin spike-in standards (S5L Fig). We note that the HL1, HAP1, and sequin datasets tested here encompass a wide range of relative short to long read depth (S5M Fig). Efficacy of TASSEL on these datasets suggests its broad applicability on datasets of varying depths.

Collectively, our data show that TASSEL outperforms contemporary transcript assembly methods for correct and complete assembly of mono- and multi-exonic transcripts as well as enrichment of transcriptionally relevant features. Thus, we felt confident moving forward to use our method to interrogate assembly of cheRNA as a challenging testbed.

### TASSEL improves cheRNA identification

Based on the foregoing analyses, we reasoned that TASSEL can be used to improve the assembly of cheRNA which have been challenging to characterize due to their non-canonical features, low abundance, and high variance. Owing to its higher depth and dynamic range, we used only short-read RNA-seq of the chromatin and nucleoplasm fractions to define cheRNA. We defined cheRNA based on marked enrichment (>4 fold) of a transcript in the chromatin fraction relative to the nucleoplasm fraction (Fig 6A). 

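By the paper's methods, the same volume of ERCC standards was added to each fraction before RNA extraction, and their normalized short-read counts were compared between the fractions of HL1. The total over the standards was 213760, 197879 and 183950 in chromatin replicates 1 to 3 (198530 ± 14916, SD, n = 3) and 347971, 392823 and 261886 in nucleoplasm replicates 1 to 3 (334227 ± 66542, SD, n = 3). All chromatin libraries were below all nucleoplasm libraries (exact permutation test of log2 totals, two-sided, p = 0.1, the smallest that 3 against 3 allow). For the 53 standards with a mean of at least 10, the median log2 ratio of chromatin to nucleoplasm was -0.79 (quartiles -0.85 and -0.68), and all 53 ratios were below 0. The means of the fractions were correlated across these standards (Pearson's r of log10 values, 0.999). Taking replicate numbers as pairs (the replicate block), the median log2 ratio was -0.75 over all pairs, and -0.73, -1.00 and -0.54 in pairs 1, 2 and 3. By limma with Benjamini-Hochberg adjustment, 34 of 86 standards had an adjusted p under 0.05, all lower in chromatin, and none changed by more than 4 fold.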

The control ERCC spike-in standards were detected at equivalent levels in the two fractions (S6A Fig). Using differential expression analyses, we detected 6,746 and 4,969 cheRNA genes in HAP1 and HL1 cells, respectively. 

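By limma with Benjamini-Hochberg adjustment on the 3 chromatin and 3 nucleoplasm libraries of HL1, 5526 genes longer than 200 bp had an adjusted p under 0.05 and more than 4 fold higher values in chromatin. On the other side, 1754 genes of any span were more than 4 fold lower. Without the fold threshold 9632 genes were higher and 7477 were lower. With DESeq2 on the recovered reads 4980 genes met the cheRNA thresholds, of which 4693 were among the 5526, and with edgeR's quasi-likelihood test 4647 did. Leaving out each library in turn gave 5202 to 5606 cheRNA genes. The setting that moved the count most tested the 4 fold change itself (limma treat) and gave 1771. With each library scaled to the same total of ERCC standards, 12454 genes were higher and 3108 lower, and the median log2 fold change of all genes moved from 0.38 to 0.84. Quantile normalization moved that median to 0.0087 and gave 7243 higher and 8173 lower.
Replicate numbers were checked for pairing by the correlation of deviations from the fraction means. Same-numbered libraries gave r = 0.119, 0.102 and 0.249, and libraries of different number gave -0.158 to 0.0631. With the replicate number as a block in limma, 5587 genes were cheRNA, 1787 were more than 4 fold lower, 10304 were higher and 8455 were lower. Of the 5526 cheRNA genes 98.2% were called again. The same block in edgeR gave 4014 cheRNA genes and called 68.4% of the 5526 again, against 82.9% by edgeR without it.
Coordinates are those of mm10. Malat1, on chromosome 19 from 5794561 to 5802671, had 1628247 ± 184138 normalized counts (SD, n = 3) in chromatin and 115045 ± 2404 (SD, n = 3) in nucleoplasm, a log2 fold change of 3.82 (standard error 0.20, adjusted p = 3.84e-05 by limma). Pvt1, on chromosome 15 from 62037986 to 62260215, had 27865 ± 5892 (SD, n = 3) and 1818 ± 363.4 (SD, n = 3), a log2 fold change of 3.94 (standard error 0.20, adjusted p = 3.83e-05 by limma). Gapdh, on chromosome 6 from 125161721 to 125166467, had 2938 ± 816.4 (SD, n = 3) in chromatin and 12247 ± 2729 (SD, n = 3) in nucleoplasm, with a log2 fold change of -2.07 and an adjusted p of 8.93e-04 by limma. B2m, on chromosome 2 from 122147687 to 122153082, had 2363 ± 350.3 (SD, n = 3) and 14989 ± 854.9 (SD, n = 3), with a log2 fold change of -2.67 and an adjusted p of 3.26e-05 by limma.

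**Figure D1:**
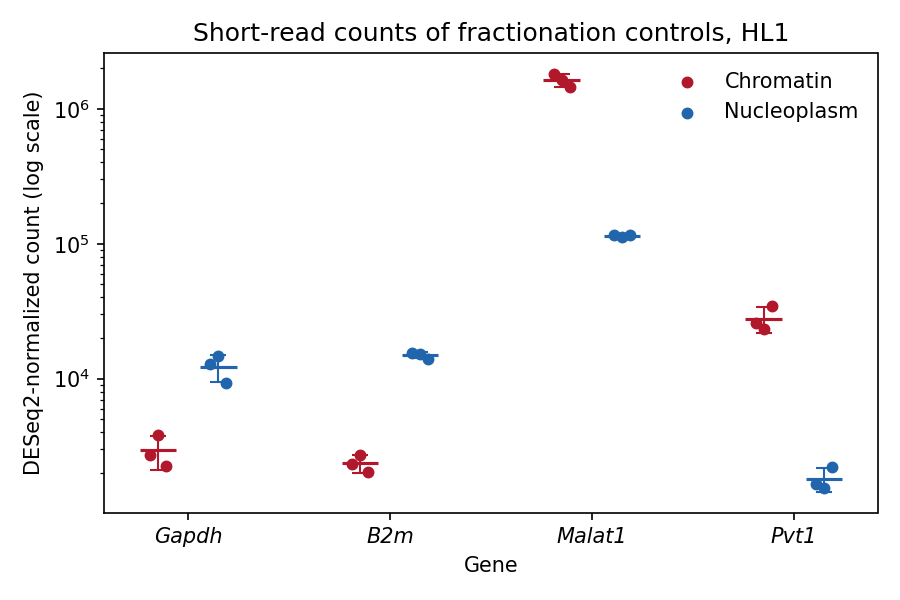
Normalized short-read counts of Gapdh, B2m, Malat1 and Pvt1 in HL1 chromatin (red) and nucleoplasm (blue), on a log scale. Points are replicates 1 to 3 from left to right, wide bars are means and thin bars are the SD; the fractions do not overlap for any of the 4 genes.

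The 5 named genes with the largest rise and the 5 with the largest fall, by the rule given in the processing summary, were mostly single annotated transcripts of genes that have further entries in the table. Ttf1 had a log2 fold change of 8.01 (standard error 0.86, adjusted p = 5.33e-04 by limma) for an annotated transcript on chromosome 2 from 29060310 to 29087113. Over the 5 entries of Ttf1 the log2 ratio of the fraction means was 0.74. The other 4 rises, Abca4, Myo1a, Slc38a9 and Ddx60, had no reads in nucleoplasm, and their chromatin means were at least 78.2-fold, 70.9-fold, 76.3-fold and 79.7-fold higher than a floor of 3 reads. These are lower bounds, and the order of the 5 rises rests on the setting: with a pseudocount of 0.1 and with DESeq2 on the recovered reads all of these 4 had larger fold changes than Ttf1. Summed over all entries of each gene, their log2 ratios were 1.22, 2.66, 2.49 and 2.44. Among the falls, Map3k6, C1qtnf1 and Igf2 had no reads in chromatin and were at least 136-fold, 67.6-fold and 67.8-fold lower there. Their summed entries gave log2 ratios of -0.35, -1.54 and -2.06. Gm6736, a processed pseudogene whose reads are uncertain because its parent gene can share them, had 4.84 ± 2.21 (SD, n = 3) normalized counts in chromatin and 839.0 ± 168.6 (SD, n = 3) in nucleoplasm. The call for Adcy7 rested on the setting, with adjusted p = 0.0330 by limma and 0.250 by DESeq2 on the recovered reads, and its 12 entries summed to a log2 ratio of -0.13.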

The detected cheRNA genes were proximal to cell line-specific protein coding genes (S6B Fig), suggesting potential biological significance.

**Fig 6:**
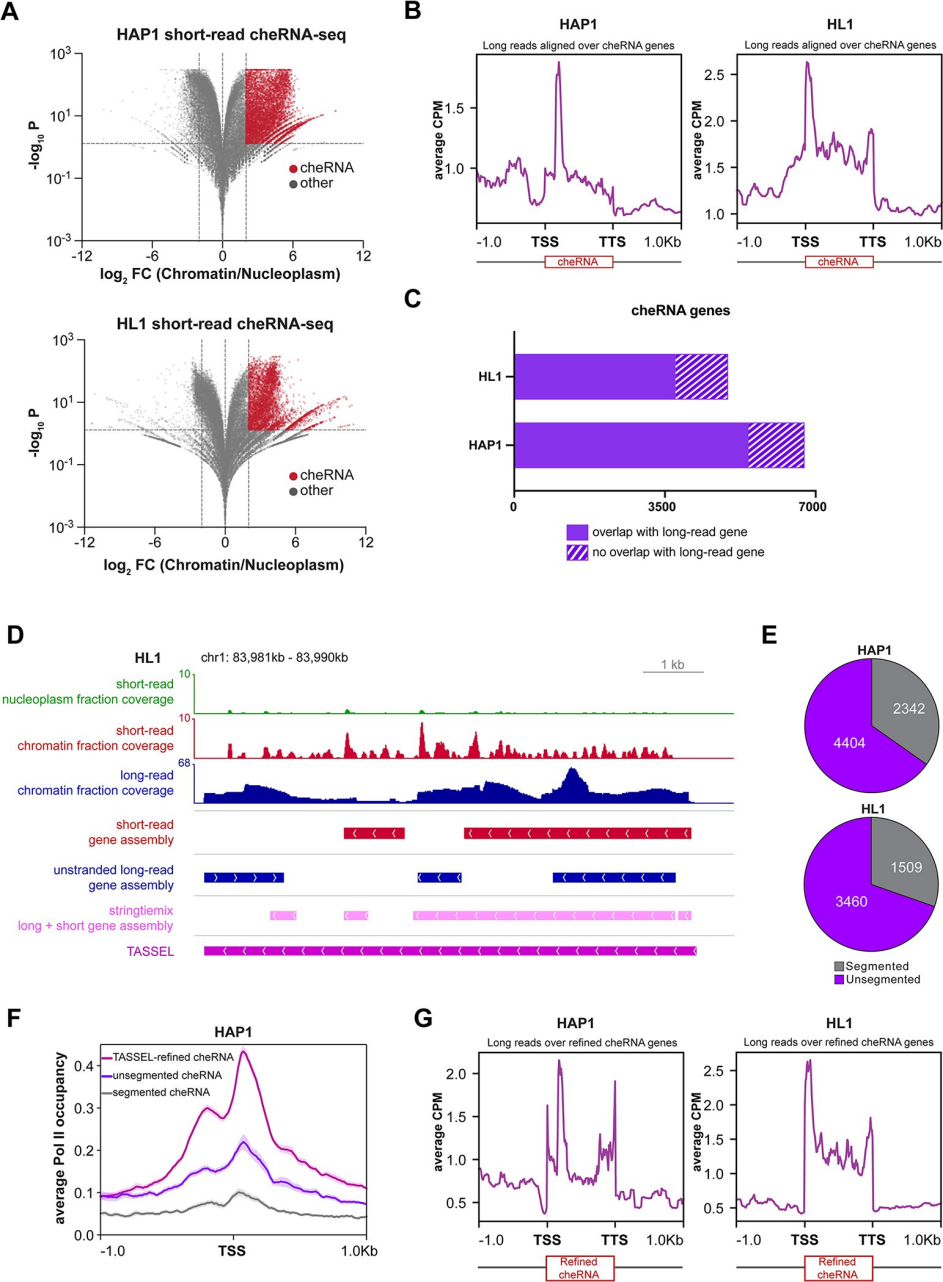
Improved cheRNA characterization by integration of short-read assemblies with stranded long-read assemblies. **A.** Volcano plot for enrichment of genes in the chromatin fraction vs adjusted *p* value. DESeq2 on short-read counts by StringTie was used to obtain cheRNA genes (red) that are significantly (Benjamini and Hochberg adjusted *p* < 0.05) enriched (>4 fold) in the chromatin fraction as compared to the nucleoplasm fraction. **B.** Metagene plots and heatmaps of mapped read coverage (average CPM) for HAP1 (left) and HL1 (right) long-read alignments, scaled to the cheRNA genes in the corresponding samples. **C.** Number of cheRNA genes with or without any overlapping gene in the corresponding long-read datasets in HAP1 and HL1 samples. **D.** Example cheRNA locus depicting the efficacy of the optimized methodology and improved assembly of cheRNA genes. Top: coverage from short-read nucleoplasm and chromatin fractions shows high enrichment in the chromatin fraction (data presented are the sum of replicates). Bottom: assembly by indicated methods shows resolution of the segmentation problem by merging short-read with the stranded long-read assembly. **E.** The number of segmented cheRNA genes identified in HAP1 and HL1 short-read datasets after merging of short-read and stranded long-read transcriptomes. **F.** Metagene plot depicting average RNA Pol II occupancy (solid lines; shaded region indicates SE) at the TSS (± 1 kb) of segmented, unsegmented and TASSEL-refined cheRNA genes in the HAP1 dataset. RNA Pol II occupancy was calculated from ChIP-seq data from HAP1 cells [97]. **G.** Metagene plots of mapped read coverage (average CPM) for HAP1 (left) and HL1 (right) long-read alignments, scaled to the TASSEL-refined cheRNA genes.

The exact transcript structure of the detected cheRNA is not clear due to caveats in short-read RNA-seq, such as lower coverage of transcript start and end sites (Figs 1F, 1G and S1H) and apparent segmentation of transcripts due to the short length of aligned reads. When compared to the long-read dataset, we observed moderate to high enrichment of long read coverage across cheRNA genes in comparison to their upstream and downstream regions (Fig 6B), suggesting that cheRNA genes, identified through short-read RNA-seq, are represented in the long-read datasets. Then we directly compared the cheRNA genes from the short-read datasets with the transcriptome assembled from the long-read datasets. More than 75% of cheRNA genes from the short-read dataset had an overlapping gene in the corresponding long-read dataset (Fig 6C). 

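For HL1, the spans of the cheRNA genes were compared with those of all long-read transcripts with a mean TPM above 0. On either strand, 4402 of the 5526 (79.7%; 95% Wilson interval 78.6 to 80.7, which covers counting error only) shared at least 1 bp with a long-read transcript and 1124 shared none. For 4096 genes (74.1%) a transcript on the same strand was among them, and for 305 (5.52%) the overlap was on the opposite strand only. Where the long-read value had to be above 0 in both libraries the share was 63.8%, the largest change among the settings. Spans of the same lengths moved along the chromosome by 1 to 10 Mb in either direction had a counterpart in 40.6% to 48.0% of cases.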

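The extent of overlap was taken for HL1 as the part of a cheRNA gene's span covered by the single long-read transcript that covered it most, a measure chosen after the tables had been seen. More than 90% was covered for 3618 genes (65.5%; 95% Wilson interval 64.2 to 66.7), and up to 10% for 181 of the genes with any overlap. The other groups of 10 percentage points held between 57 and 99 genes each. With long-read transcripts of at least 1 TPM only, 41.0% of cheRNA genes were covered over more than 90%. Of the cheRNA genes, 2467 were entries of annotated transcripts, and the long-read set includes annotated transcripts as well. A model from shared annotation can therefore cover such an entry in full. Spans include introns, so a spliced transcript also covers loci inside its introns. Both limits hold for any overlap too.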

At a finer scale, more than 40% of cheRNA genes from the HAP1 short-read dataset and more than 20% from the HL1 short-read dataset had a counterpart in the long-read datasets with more than 90% overlap (S6C Fig). 

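In HL1, cheRNA genes with any long-read overlap had a median of 69.4 normalized counts over the 6 libraries, and those without had 8.93, a difference of 2.83 in median log2(count + 1) (two-sided permutation test over genes, p = 1e-05). For cheRNA genes covered over at least 90% of their span the median count was 64.6 (3618 genes), and for those covered over at most 10%, those without overlap included, it was 9.13 (1305 genes), a difference of 2.70 (two-sided permutation test, p = 1e-05). No outliers were removed. Genes are not independent replicates, and both p-values are the smallest that the resamples can give. Counts were not divided by span, and a longer span can hold more reads and meet more transcripts. These differences, and the quintiles below, therefore do not separate abundance from span. By quintiles of abundance, from 1.55 to 7.02 counts in the lowest and from 918.2 counts upward in the highest, the share with any overlap rose from 56.1% through 71.5%, 82.1% and 89.2% to 99.5%.

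**Figure D2:**
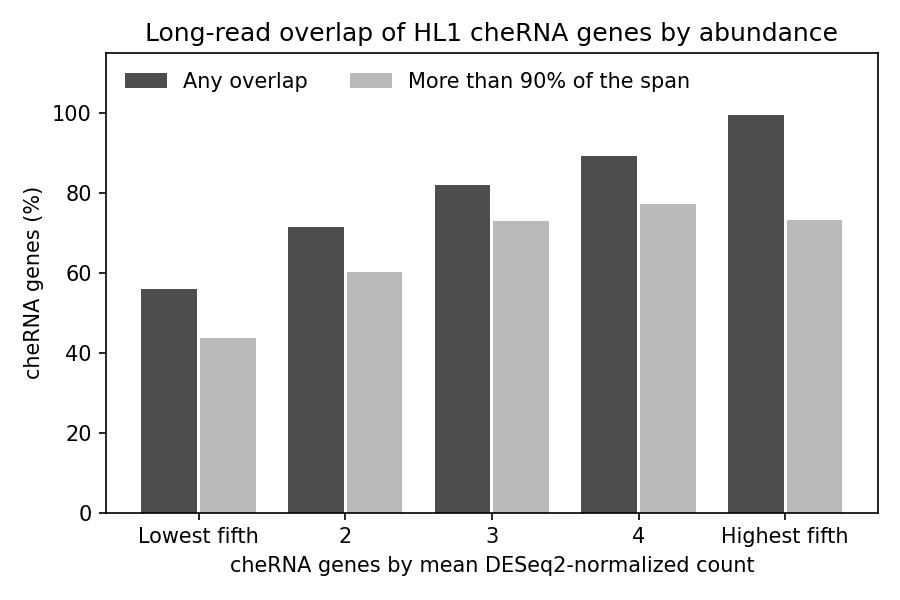
Share of HL1 cheRNA genes, in percent, with any long-read overlap (dark bars) and with more than 90% of the span covered by a long-read transcript (light bars), for quintiles of mean normalized count. Dark bars rise from 56.1% to 99.5%; light bars rise from 43.8% to 77.2% in the next to highest quintile and are at 73.1% in the highest.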

We observed that cheRNA genes with minimum overlap were significantly less abundant than those with maximum overlap (S6D Fig). While this analysis shows the potential of long-read gene assembly in identifying cheRNA gene structures inferred from short-read analysis, it also reveals that long reads fail to assemble coherent cheRNA transcripts in regions of low coverage. In addition to low coverage, other inherent platform-specific variations (Fig 2C, 2G and 2H) could also contribute to incongruence of short-read cheRNA genes. An example is highlighted in Fig 6D, where a cheRNA locus is detected on the basis of high enrichment in the chromatin fraction as compared to the nucleoplasm fraction in the short-read data. 

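The short-read table of HL1 lists 2 genes at this locus, both on the minus strand of chromosome 1. The gene from 83983522 to 83984527 had 745.8 ± 130.9 normalized counts (SD, n = 3) in chromatin and 98.6 ± 3.14 (SD, n = 3) in nucleoplasm, a log2 fold change of 2.89 (standard error 0.16, adjusted p = 4.89e-05 by limma). The gene from 83985516 to 83989305 had 2518 ± 391.0 (SD, n = 3) and 340.1 ± 27.6 (SD, n = 3), a log2 fold change of 2.88 (standard error 0.14, adjusted p = 3.48e-05 by limma). With each library left out in turn the fold changes stayed between 2.79 and 3.04 for the former and between 2.77 and 3.00 for the latter. A gap of 988 bp separates the genes. No GENCODE M21 gene overlaps them; the nearest, the protein-coding gene Pid1, lies 46991 bp away on the same strand.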

Although the coverage track indicates a single gene, StringTie assembly of short reads predicts two cheRNA genes at this locus. The StringTie assembly of the original long reads resulted in assembly of three transcripts–one on the Crick strand and two on the Watson strand. 

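In the long-read table of HL1 3 transcripts lie in this region: on the plus strand from 83981187 to 83982512, with 33.0 TPM in replicate 1 and 48.5 TPM in replicate 2, on the minus strand from 83984750 to 83985476, with 98.8 and 178.4 TPM, and on the minus strand from 83986996 to 83989045, with 145.6 and 168.1 TPM. The last covers 54.1% of the larger short-read gene, and no long-read transcript overlaps the smaller.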

StringTie Mix [29] also fails to predict the correct transcript. Strikingly, use of TASSEL led to the assembly of one transcript in the correct direction. TASSEL not only assembled the transcript on the correct strand but also resolved the segmentation problem. We computed that ~30% of the original cheRNA were segmented prior to application of TASSEL (Fig 6E). Importantly, both mono and multi-exonic segmented cheRNA are refined by TASSEL (S6E Fig). To test that this computational approach is biologically meaningful, we compared RNA Pol II occupancy at the TSS of originally segmented or unsegmented cheRNA genes with TASSEL-refined cheRNA genes. Consistent with the expectation of Pol II enrichment decorating actively transcribed promoter regions [76], we detected a substantial increase in Pol II enrichment at the TSS of refined cheRNA (Figs 6F and S6F). There were also better indications of divergent transcription–a characteristic of *bona fide* promoters–from the TSS of refined cheRNA genes. Additionally, there was marked improvement in coverage of long reads over refined cheRNA genes with sharpened demarcation of 5’ and 3’ ends (Fig 6G vs 6B), suggesting convergence of the two datasets for better delineation of transcripts. These analyses highlight the utility of TASSEL for improved assembly of correct transcripts and genes, even for one of the most challenging classes of molecules.

## Discussion

With the increased interest in long-read RNA-seq, current efforts are directed towards weighing the merits of long-read RNA-seq over its short-read counterpart as well as development of new tools for improved coalescence of the two platforms [20,29,48,79,80]. To examine whether short- or long-read RNA-seq data or a combination of both would permit robust transcript characterization, we compared key features of read alignment, read coverage, transcript assembly, and capture of biologically relevant attributes of transcripts from short- and long-read RNA-seq. To sharpen the challenge, we focused on chromatin-enriched RNA, a class of largely unannotated, low abundance transcripts that have presented problems for previous short read analyses [37,38]. We performed Illumina short-read and ONT direct cDNA long-read RNA-seq in parallel on multiple biological replicates in cell lines of mouse and human origin. Consistent with the performance of the two platforms, we obtained 2-6X coverage/bp for short-read sequencing and 0.5–0.7X for long-read sequencing. Alignments of reads from both platforms to the corresponding genomes were highly correlated between replicates, attesting to their reproducibility. Use of mono-exonic spike-in ERCC [44] and multi-exonic sequin [48,56] RNA standards enabled us to objectively compare the performance of the two platforms. Both showed a near-linear relationship for observed versus expected transcript abundance, validating their use in transcript quantitation and differential gene expression analyses. Owing to its higher sequencing depth, the short-read platform had a greater dynamic range for transcript detection, fraction of transcript covered as well as quantitation. In contrast, long-read coverage was more homogenous across ERCC transcripts and provided better coverage of 5’ and 3’ ends than short-read alignments. Collectively, our data suggest that short-read RNA-seq has quantitative advantages whereas the long-read RNA-seq has enhanced qualitative attributes. A hybrid approach that retains the best aspects of each can result in more definitive transcriptome characterization.

### Strengths and weaknesses of short- and long-read RNA-seq

As transcript assembly is critical for most of the downstream analyses, we systematically compared multiple transcript assembly approaches. Consistent with previous studies [53,54], reference-guided assembly with StringTie2 showed higher sensitivity as well as precision for transcript assembly for both short- and long-read RNA-seq, relative to other tested programs. A large fraction of long-read transcripts was fully contained within the reference intron, perhaps largely due to the enrichment of nascent transcripts in chromatin fractions of nuclear RNA [59–61] or limitations of long-read sequencing such as low coverage and internal priming events of oligo-dT based primers. We observed a high overlap between transcripts assembled in the short- and long-read datasets. A direct comparison of the structure of transcripts showed that many in the long-read datasets were “contained” in the short-read transcripts, largely due to the higher depth of the short-read sequencing. Therefore, multiple limitations of long-read sequencing can cause truncation of assembled transcripts at low coverage regions. The lower depth of long-read assembly also impacted the quantitation of low abundance transcripts when compared to the short-read transcriptome, cautioning its use for pan-transcriptome quantitation on its own.

### SLURP strands and improves transcript assembly

The lack of strand of origin information in the ONT direct and PCR-cDNA long-read sequencing hinders direct comparison to reference transcriptomes and short-read assemblies. Consistent with this limitation, we report clear evidence of mapping of ~40% of long reads to the incorrect strand and consequent ambiguous assembly of transcripts. The existing stranding methods discard a majority of reads leading to loss of information critical for high fidelity transcript assembly. To address this problem, we developed and benchmarked an accessible computational stranding pipeline, SLURP. Using SLURP, we corrected the erroneous mapping of long reads, resulting in a striking improvement in the assembly of spiked-in ERCC and sequin transcripts as well as assembly of transcriptomes from human and mouse cell line datasets. SLURP outperforms other stranding pipelines such as UNAGI and Pychopper, perhaps due to the way the sequences are searched within the reads and/or tolerance of mismatches. Importantly, SLURP stranding is effective in improving the assembly of mono-exonic as well as complex multi-exonic transcripts with spliced isoforms. Although SLURP strands 60–75% reads, the loss of remaining unstranded reads does not seem to hamper the sensitivity of transcript detection or assembly. On the contrary, SLURP stranding leads to an overall increase in the sensitivity and precision of transcript assembly (Figs 3H and S3L) due to the removal of the underlying noise caused by misaligned reads that otherwise reduces the confidence of mapping in the correct orientation and creates discontinuity in intact transcript assembly (Figs 3I and S3O). StringTie Mix [29], a hybrid assembly program, permitted comparable stranding efficiency but resulted in truncated transcripts, seemingly due to overweighting of short reads in the hybrid assembly. Unlike StringTie Mix, SLURP can be used as a general-purpose standalone pipeline without the corresponding short-read data and independent of the assembly program. Importantly, our stranding pipeline can be broadly applied to preexisting long-read RNA-seq studies for improved transcript assembly, comparison and integration with short-read RNA-seq data, and high-confidence detection of *bona fide* antisense transcripts shown to play a critical role in gene regulation [81].

### Prevalent artifacts in direct ONT cDNA long-read sequencing

Our in-depth stranding analysis led to the serendipitous discovery that long-read ONT cDNA libraries are plagued with a cDNA synthesis artifact. Surprisingly, ~6% of long-read cDNA libraries are palindromes (within base-calling error). As we did not detect such reads in the ONT direct RNA library, we attribute these reads to an artifact of first strand synthesis, wherein reverse transcriptase switches from its initial RNA template to its product cDNA strand for further elongation. This finding is distinct from previously reported reverse transcriptase artifacts such as artificial splicing, in which the reverse transcriptase jumps from one direct repeat to another direct repeat of the same RNA or different RNA molecule, causing the deletion of the intervening sequence [82,83]. There is less chance of formation and detection of such palindromes in the short-read datasets as short-read libraries are synthesized from fragmented RNA and sequenced with shorter read lengths, often with enzymes that lack template switching activity. Alignment using standard long-read aligners such as minimap2 leads to double mapping of these reads to the same genomic region and flagging of one of the two alignments as a supplementary alignment. However, such an alignment not only inflates coverage statistics at the alignment stage but also leads to imprecise assembly and quantitation of all transcripts. It is important for the field to be aware of this likely prevalent artifact in long-read cDNA libraries which, to our knowledge, has not yet been reported. In principle, alternate cDNA library preparations with non-template switching reverse transcriptases or future aligners and assembly algorithms adapted to resolve these palindromes can be employed to accommodate these pitfalls.

### Enhanced detection of molecular features promises to improve functional analyses

Alternative transcription start and termination sites are shown to be the major drivers of isoform variance of transcripts [72]. Knowledge of transcript ends is also critical for downstream experimental manipulations to evaluate function. For example, efficiency of CRISPRi [84] targeting drops off sharply as a function of distance from the TSS [85]. Moreover, effective interpretation of experiments involving insertion of a strong polyadenylation sequence to make an RNA-level knockout [33,86] relies on accurate knowledge of the TSS to minimize residual RNA fragment size. In our study, direct comparison of short- and long-read alignments over known genes and curated transcription start and termination sites exposed informative differences between the two platforms. The ends of the transcripts are much better represented in the long-read alignments than in the short-read alignments. We reason that this difference may arise due to multiple factors such as incomplete cDNA synthesis from random hexamer primers on fragmented RNA and heterogenous mapping of segmented short reads. In contrast, full-length cDNA synthesis on unfragmented RNA using a 3’-based oligoT primer and potential sequencing of the entire cDNA culminate in end-to-end coverage of transcripts in the long-read data set. This provides a qualitative advantage to the long-read RNA-seq for full-length characterization of transcripts.

### TASSEL improves integration of short- and long-read transcript assembly

Informed by the strengths and caveats of each of the two platforms, we developed a hybrid pipeline, TASSEL, to merge the short-read transcriptome with the stranded long-read transcriptome. When tested on ERCC standards against commonly used long-read transcript assembly methods such as FLAIR [55], Bambu [67], StringTie Mix [29], RNA-Bloom2 [68], IsONform [69], IsoQuant [70] and RATTLE [71], TASSEL outperformed other methods by assembling the highest number of matching spike-in transcripts. We further tested TASSEL on complex multi-exonic sequin standards and the human transcriptome in our HAP1 dataset. TASSEL had the lowest false negative rate of transcript assembly and unlike other methods, TASSEL led to assembly of complete transcripts on the correct strand. FLAIR was limited by low sensitivity and incomplete assembly. Although StringTie Mix was able to assemble transcripts on the correct strand, it had a substantially higher false negative rate than TASSEL and assembled many transcripts with truncated ends. We note that with lower stringency of detection, TASSEL may suffer from reduced precision. However, users can enhance the precision of TASSEL by increasing the stringency of detection while still achieving higher sensitivity than other methods tested here. Analyses based on spliced sequin spike-in standards as well as on HAP1 dataset indicate that TASSEL improves transcript assembly of complex multi-exonic transcripts with spliced isoforms. TASSEL also led to a substantial reduction in the transcripts that are assembled within an intron of the reference gene. We reason that this happens due to the amelioration of long-read artifacts such as low coverage and internal priming events of oligo-dT primers by short-read transcripts which are assembled from high depth libraries prepared without oligo-dT primers. Another reason for the higher efficacy of TASSEL is the use of stranded long reads which not only resolves the conflicting orientation of neighboring reads but also enhances the coverage of correctly assembled transcripts. Additionally, as TASSEL is employed after alignment and assembly of short- and long-read transcripts, it is not biased towards short-read transcript depth and maintains long-read information. As a test of its advantage at the functional level, TASSEL had higher enrichment of known TSS, TTS, histone modification of active TSS, and RNA Pol II than StringTie Mix. Together, TASSEL outperforms contemporary assembly methods for assembly on the correct strand, complete end-to-end assembly highest sensitivity of assembly, and unbiased integration of high depth short-read sequencing with the qualitative enrichment of long-read sequencing, which collectively culminates to superior manifestation of biologically relevant transcriptomic features.

In addition to the ONT long-read sequencing, another prevalent long-read sequencing platform is PacBio Iso-seq [78]. We note that the inherent read correction module of Iso-seq data analysis correctly strands the long reads by orienting them in the 5’ to 3’ direction. We show that TASSEL-based merge of a transcriptome derived from stranded PacBio long reads with that derived from corresponding short reads improves transcript detection and assembly.

We tested TASSEL on cheRNA transcripts which have been challenging to characterize due to their low abundance in cells, high variation from one cell type to another, and lack of canonical attributes of coding transcripts [37,38]. In comparison to short- or long-read data alone or combined analysis with StringTie Mix, the use of TASSEL led to a marked improvement in the assembly of cheRNA. It corrected the segmentation of many mono- as well as multi-exonic cheRNA genes, resulting in enhanced definition of cheRNA transcription start sites as defined by RNA Pol II enrichment [76,87]. As the majority of cheRNA are lncRNA, our TASSEL-based assembly marks the first successful use of a hybrid assembly method in enhanced detection as well as assembly of lncRNA. It can therefore be used to resolve open questions about lncRNA such as their true molecular identity, convergence with other genomic as well transcriptomic features, and the role of antisense lncRNA. Collectively, our analyses of short- and long-read RNA-seq attributes and the development of stranding and merging pipelines can inform and improve future long-read transcriptome analyses beyond the cheRNA transcripts tested here.

## Materials and methods

### Cell culture

HAP1 cells were grown in IMDM media (Gibco, 12440–053), supplemented with 10% FBE (Seradigm, 3100–500) and 1% Pen/Strep (ThermoFisher 15140–122) to 80–90% confluency in T75 flasks at 37°C. HL1 mouse cardiomyocytes (#SCC065) were grown per manufacturer instructions in supplemented Claycomb Medium (51800C-500ML) + 10% FBS (TMS-016) + 0.1mM Norepinephrine with 30mM L-ascorbic acid (A0937, A7506) + 5% L-Glutamine (G7513) in 0.1% gelatin-coated (SF008) T75 flasks.

To prepare the cells for RNA harvesting, they were washed once with 1X PBS, detached with TrypLE Express (Gibco #12605010), quenched with FBE-containing media, then washed with PBS, and pelleted by centrifugation for 5 min at 250 x g. Cell pellets were either snap frozen with liquid nitrogen or processed immediately.

### Nuclear fractionation and RNA isolation

Cell pellets were resuspended in Buffer A (10 mM HEPES•KOH pH 7.5, 10 mM KCl, 10% glycerol, 340 mM sucrose, 4mM MgCl_2_, 1 mM DTT, 1 x Protease Inhibitor Cocktail (PIC) [1mM AEBSF, 0.8 μM aprotinin, 20 μM leupeptin, 15 μM pepstatin A, 40 μM bestatin, 15 μM E-64; from 200x DMSO stock]). Nuclear fractions were separated as described previously [37,38]. 1 μL of a 1:10 diluted ERCC RNA Spike-in standards aliquot (Life Technologies 4456740) was added to each nuclear fraction prior to addition of TRIzol reagent (Life Technologies 15596026). RNA from each fraction was extracted as described previously [37,38]. RNA was processed using the Zymo RNA Clean & Concentrator kit (Zymo Research R1017) with on-column DNase digestion. Ribosomal RNA was removed using the Ribo-zero Gold rRNA depletion kit (Illumina MRZG12324) for HL1 short-read RNA-seq samples and the RiboMinus kit (Invitrogen A15026) for HL1 long-read RNA-seq as well as HAP1 short- and long-read samples.

### Library preparation for short-read RNA-seq

100 ng of rRNA-depleted RNA from each nuclear fraction was used with the NEBNext Ultra II Directional library kit (NEB E7765S) to prepare RNA-seq libraries. RNA-seq libraries of nuclear fractions (chromatin pellet extract and soluble nuclear extract) from three independent cultures were sequenced through the University of Chicago Genomics Core Facility on the Illumina HiSeq 4000 to obtain 50 bp single end reads.

### Library prep for long-read RNA-seq

Two HAP1 and two HL1 long-read sequencing libraries were generated as follows. RNA from each fraction was extracted with Zymo RNA Clean & Concentrator (R1019) and subjected to qPCR analysis (primer sequences in S2 Table) for confirmation of enrichment for respective fractions (see S1A Fig). Next, the chromatin fraction RNA was depleted for ribosomal RNA with the RiboMinus Eukaryote Kit v2 (A15020) and precipitated with ethanol, then polyadenylated with E. coli Poly(A) Polymerase (M0276S) (for later priming with long read sequencing primers) and precipitated with ethanol. Successful rRNA depletion was assessed using BioAnalyzer. Finally, rRNA-depleted and polyadenylated chromatin RNA was subjected to library preparation according to the Oxford Nanopore direct cDNA sequencing kit protocol (SQK:DCS109). Libraries were checked for purity and size on a TapeStation with genomic DNA reagents (5067–5366) and tape (5067–5365). 10–50 fmol of library was loaded onto a MinION (MIN-101B) flow cell (R9.4.1; FLO-MIN106D) and run for 48 hours. Real-time basecalling information and FASTQ files were generated with the MinKNOW software using default settings (HAP1 rep1: minQ 7; HAP1 rep2: minQ 7; HL1 rep1: minQ 7; HL1 rep2: minQ 9).

### Alignment of short reads

Read quality and adapter content was checked using FastQC [88]. All short-read RNA seq libraries passed the quality check. Reads were then aligned to reference genomes (hg38 for HAP1 and mm10 for HL1 reads, catenated with ERCC sequences) using hisat2 version 2.1.0 [47] with—rna-strandness R—dta options. Sam files were converted to sorted bam files using samtools [89].

### Long read processing and ERCC analysis

FASTQ files generated by the MinKNOW software for each cell line were concatenated and mapped either to the hg38+ERCC (HAP1) or mm10+ERCC (HL1) genomes using minimap2 [46] without canonical splice sites (-ax splice -un). For stranding analyses, FASTQ files were subjected to our stranding pipeline prior to mapping (see Stranding methodology section below). For coverage analyses between replicates, HL1 replicate 1 was further filtered post-run to have a minimum phred score of 9 to match the minimum phred score of 9 used for replicate 2 using NanoFilt (-q 9). After sorting and indexing the BAM files (samtools), ERCC counts were computed using BEDTools coverage [58] and averaged between replicates; transcripts with count averages above 0 were kept. Then, coverage analyses were performed using Stringtie2 [54] with options -A to generate gene coverage in addition to transcripts and -L to specify long reads. Replicates were then analyzed in tandem using the Stringtie—merge function with expression estimation mode on (-e) to create a reference GTF with the union of transcripts between both replicates and subsequently re-estimate coverage for both genes and transcripts in individual replicates. Tags per million (TPM) was used for analysis of coverage. For the ERCC graphs, coverage was plotted against amount of ERCC added, length, and fraction of nucleotides mapped. Coverage of ERCCs was analyzed between long and short read datasets by first averaging ERCC coverage between replicates (excluding any transcripts with coverage of 0), and then plotting the averaged replicate coverages between long and short read datasets. Coverage analysis for all transcripts between long and short read datasets was performed by re-estimating coverage between the replicates with Stringtie2, then re-estimating coverage between long and short read re-estimated datasets and plotting the TPMs. As a supplementary comparison analysis, BEDTools counts vs StringTie TPMs were also plotted against each other for ERCCs.

### Datasets with sequin spike-in RNA standards

The short- and long-read dataset containing sequin spike-in RNA data were obtained from SG-Nex consortium [48]. We used data from three replicates each for direct cDNA, PCR-cDNA and Illumina short-read sequencing of HCT116 samples that were spiked with sequin RNA standards. The sequin dataset for PacBio platform was obtained from the GEO database (accession # GSE172421).

### Correlation of alignment of reads

For testing the correlation of alignment, bam files were converted to counts per million (CPM)-normalized bigwig files using the bamCoverage function of deepTools (-bs 1—normalizeUsing CPM) [90]. Then, the multiBigwigSummary function of deepTools was used to compute correlation of coverages of aligned reads at all genomic regions binned at 1 kb region (-bs 1000). Correlation between the replicates was then plotted using plotCorrelation function (-c pearson -p scatterplot—log1p).

### Metagene plots

To plot the aligned short and long reads on the known genes: Coordinates of the known genes (mm10vm23 assembly for mouse genome and hg38v41 assembly for human genome) were obtained from the UCSC table browser [91]. Counts per Million (CPM)-normalized bigwig files (binned at 1 base pair) of aligned reads were then used to score mean coverage over the known genes using the computeMatrix function of deepTools in scale-regions mode (-b 1000 -a 1000—missingDataAsZero) and plotted using plotHeatmap.

To plot the aligned short and long reads on transcription start sites and polyA sites: Coordinates of annotated transcription start sites were obtained from refTSS [50] and polyA sites from polyASite [51]. Mean coverage over these coordinates were then calculated using the reference-point mode of computeMatrix (-b 1000 -a 1000—missingDataAsZero) and plotted using plotHeatmap.

## Comparison of transcript assembly programs

For long-read transcript assembly, we compared FLAIR, StringTie *denovo* and StringTie guided approaches. For sequin transcript assembly, either the complete reference annotation or random 50% annotations were provided during the guided mode of transcript assembly for each of the programs tested. To assemble transcripts with FLAIR, sorted bam files were converted to bed12 format using the bam2Bed12.py script of FLAIR. FLAIR correct was used with reference genome fasta and annotation files (Figs 5E and S2A) or short-read gtf files (Fig 5E) (flair correct—nvrna -q input.bed -g refgenome.fa -f refgenome.gtf/short-read.gtf -o FLAIRcorrect_output.bed). The corrected bed file was then used to obtain a gtf file using FLAIR collapse (flair collapse -g refgenome.fa -q FLAIR_corrected.bed -f refgenome.gtf/short-read.gtf -r sample.fq -o flair_collapse_output.gtf). For StringTie, sorted bam files for each sample were used to assemble transcripts using StringTie version 2.1.1 [54] with the -L option in either *de novo* or guided assembly mode (-G reference_annotation.gtf). For guided assembly, reference annotation gtf files of the gencode hg38v35 assembly for HAP1 samples and the mm10 assembly for HL1 samples were concatenated with gtf files for the ERCC spike-in RNA mix.

For short-read transcript assembly, sorted bam files for each sample were used to assemble transcripts using cufflinks version 2.2.1 (-u -N—library-type fr-firststrand) [92] or StringTie version 2.1.1 (—rf) [54] in either *de novo* or guided assembly mode. In cufflinks guided assembly mode, reference genome transcripts that are not detected in the sample are appended to the sample gft files with their coverage marked as “0.0000”. As it would artifactually inflate the sensitivity of assembly, we removed all transcripts with zero coverage in the sample gtf files.

To compare the efficacy of transcript assembly programs, gtf files of transcripts assembled by each of the programs was compared with corresponding reference genome gtf files using gffcompare [93]. Sensitivity (*True positive / (True positive + False negative)*) and Precision (*True positive / (True positive + False positive)*) of transcript assembly were compared to gauge the efficacy of assemblers.

### Testing stranding with UNAGI and Pychopper

UNAGI [65] was used in the default mode (-i long-read.fastq -g ref_genome.fa). It yields a fastq file with stranded reads. Number of reads in this stranded fastq file was used to calculate percent stranding.

Pychopper (https://github.com/epi2me-labs/pychopper) was run using the kit-specific primer configuration. Full length stranded reads yielded by Pychopper were then used to map to the reference genome using minimap2 as described above.

### SLURP (Stranding Long Unstranded Reads using Primers) stranding methodology

We used MEME analysis [64] to predict the sequences of primers used in the cDNA library prep. These primer sequences were then used as guides to ascertain the strand of origin of long reads. For this, the following stranding methodology was adapted:

1. Reads with partial primer 1 sequence in the first 100 bp of reads, permitting 2 mismatches, were extracted using:

seqkit grep -s -i -P -R 1:100 -m 2 -p GCTCTATCTTCTTT

2. Reads with the reverse complement of partial primer 2 in the last 100 bp, permitting 2 mismatches, were extracted using:

seqkit grep -s -i -P -R -100:-1 -m 2 -p CCCAGCAATATCAG.

3. Reads from 1 and 2 were combined and deduplicated.

4. Reads with partial primer 2 sequence in the first 100 bp of reads, permitting 2 mismatches, were extracted using:

seqkit grep -s -i -P -R 1:100 -m 2 -p CTGATATTGCTGGG.

5. Reverse complement of reads from (4) were made using:

seqkit seq -t dna -r -p.

6. Reads from (3) and (5) were combined and deduplicated to obtain stranded reads.

A bash script of this stranding pipeline is made available on at the GitHub repository (https://github.com/kainth-amoldeep/SLURP). We note that this default strategy will create a second strand library. If required, a first strand library can be created by obtaining the reverse complement of the SLURP output by using seqkit seq -t dna -r -p.

### Detection and analysis of the palindrome artifact in long-read sequencing

We extracted common reads which had primer 1 in their first 100 bp (seqkit grep -s -i -P -R 1:100 -p GCTCTATCTTCTTT) and the reverse complement of primer 1 in their last 100 bp (seqkit grep -s -i -P -R -100:-1 -p AAAGAAGATAGAGC).

These reads were then analyzed using RNAfold [94], as we reasoned that the secondary structure prediction of RNAfold could be used to detect potential palindromes in long reads. From the RNA-fold dot and bracket output (dot denotes unpaired residue and bracket denotes paired residue), we calculated the percentage of brackets in the given read to determine extent of residues base-paired in the long-reads. In addition, RNA-fold also provides minimum free energy (MFE) scores of residues in the reads. We binned and scaled MFE scores of multiple reads to 100 bp to obtain a meta-mountain plot of MFE scores.

For mapping and counting statistics, the palindromic reads were aligned to the reference genome using minimap2 (-ax splice -un—MD). As palindromes were tagged with supplementary alignment to the same locus, we filtered out reads with the supplementary alignment sam tag using samtools (view -F 2048). The filtered and non-filtered bam files were then used to assemble and quantify transcripts using StringTie to compare coverage and abundance (TPM) of transcripts.

### Comparison of short- and long-read transcriptomes

For comparing abundance of transcripts and genes in short- and long-read samples, StringTie-assembled gtf files of long-read samples (2 replicates) and short-read samples (3 replicates) were merged using stringtie—merge to obtain a non-redundant pool of a unified set of transcripts across samples. This merged transcriptome gtf file was then used as a reference for re-estimation of transcripts in each of the samples using stringtie -e -B -G stringtie_merge_file.gtf -C coverage_file -A gene_abundance_file. Then, average transcript and gene abundance (Tags per million, TPM) of every transcript and gene was calculated across the replicates for short-read and long-read samples. These average TPMs were compared to test the correlation between short-read sequencing and long-read sequencing.

To test the overlap between short- and long-read transcripts, bedtools [58] intersect was used in default mode to obtain the number of long-read transcript with any overlap in the short-read data and *vice versa*. To compare the transcript structure assembled by short-read and long-read assembly, gffcompare was used with the gtf file of long-read assembly as a reference transcriptome and the gtf file of short-read assembly as the query transcriptome. The relationship between the reference and query transcripts was ascertained by the “class code” output of gffcompare.

### Enrichment of transcript ends in short and long reads

CPM-normalized bedgraph files were made from sorted bam files of each sample using the bamCoverage function of deepTools (-bs 1—normalizeUsing CPM -of bedgraph). Then, sorted bedgraph files were used to calculate mean signal at the 100 bp region around the TSS or TTS of known genes using bedtools [58] (map -a TSS_100bp.bed -b CPMnormlized.bg -c 4 -o mean > bedtoolsmapped_TSS100bp_mean). The average signal thus obtained was then normalized to the average signal obtained from mapping reads to a similar number of random regions (100 bp wide) in the genome.

### Long-read gene fusion

Name-sorted bam files of each long-read sample were used as input to detect fusion events using LongGF [95] with <min-overlap-len> 100 <bin_size> 30 <min-map-len> 100. Then, grep "SumGF" LongGF.log > FusionList was used to get a list of detected fusions. The list of fusion events was then used to make a circos plot using BioCircos [96].

### TASSEL (Transcript Assembly using Short and Strand-Emended Long reads)

Long reads were stranded using SLURP (described above). Stranded long reads and short reads were aligned to the reference genome using minimap2 and hisat2, respectively. StringTie2 was used to assemble transcripts in guided assembly mode (with -L option for long reads). Assembled transcripts were merged in a strand-aware manner using stringtie—merge—rf.

### Comparison of TASSEL with other assembly programs

As recommended for RATTLE [71], Pychopper-processed reads were clustered in isoform mode (./rattle cluster -i processed_reads.fq—iso -o rattle_cluster/), followed by RATTLE correction (./rattle correct -i processed_reads.fq -c rattle_cluster /clusters.out -o./rattle_correct/) and RATTLE polish (./rattle polish -i./ rattle_correct /consensi.fq -o rattle_polish/—summary). The output “transcriptome” reads were mapped using minimap to obtain a paf file. The transcript models were then extracted from the aligned paf file to make a gtf file, subsequently used with gffcompare for the evaluation of transcript assembly.

For IsoQuant [70], read alignments from minimap were used to assemble transcripts in the guided mode (isoquant.py—reference reference.fasta -g reference_annotat.gtf—complete_genedb—bam aligned_sorted.bam—data_type nanopore—report_novel_unspliced true -o isoquant_out/). The assembled transcripts in the output gtf file were then evaluated using gffcompare.

As recommended for For RNA-Bloom2 [68], Pychopper-processed reads were used in the default mode (java -jar RNA-Bloom.jar -long processed.fq -outdir RNA-bloom_out/). We also tested short read-based correction of RNA-bloom2 assembly (java -jar RNA-Bloom.jar -long processed.fq -sef short-read.fastq -outdir RNA-bloom_out/). The output “rnabloom.transcripts.fa” reads were mapped using minimap to obtain a paf file. The transcript models were then extracted from the aligned paf file to make a gtf file, subsequently used with gffcompare for the evaluation of transcript assembly.

As recommended for IsONform [69], Pychopper-processed reads were clustered in the ONT mode (isONclust—ont—fastq processed_reads.fq—outfolder./isONclust). The clustered fastq files were then made (isONclust write_fastq—N 1—clusters isONclust/final_clusters.tsv—fastq processed_reads.fq—outfolder isONclust/fastq_files), followed by correction using isONcorrect (run_isoncorrect—fastq_folder isONclust/fastq_files/—outfolder isONcorrect/correction/). The transcript isoforms were then obtained using isONform (isONform_parallel.py—fastq_folder isONcorrect_output/—outfolder isONform_output/—split_wrt_batches). The output “transcriptome.fq” was mapped using minimap to obtain a paf file. The paf file was consolidated to make a gtf file, subsequently used with gffcompare for the evaluation of transcript assembly.

When comparing TASSEL to TALON [73], TAMA [74], FLAIR [55], Bambu [67] and StringTie Mix [29], we used 100% sequin annotations, 50% sequin annotations or the corresponding mammalian annotations. For TALON, we initialized the database with the reference annotations (talon_initialize_database—f sequin_annotations.gtf—g talon_sequinannotation—a talon_sequinannotation—o talon_sequinannotation_database). Then, we labeled the reads to flag for internal priming (talon_label_reads—f sample_input.sam—g reference_fasta.fa—o talonLabelreads_sampleoutput). Then we did replicate-based filtering of transcripts (talon_filter_transcripts—db talon_sequinannotation_database.db -a talon_sequinannotation—o transcript_clean) followed by extraction of a gtf file for transcript models observed by TALON (talon_create_GTF—db talon_sequinannotation_database.db -a talon_sequinannotation -b talon_sequinannotation—whitelist transcript_clean—observed -d dataset.csv—o talon_creategtf.gtf).

For TAMA, the minimap2 output of long read alignment was used for the TAMA collapse module using the recommended TAMA high methodology (python tama_collapse.py -d merge_dup -x no_cap -a 300 -m 20 -z 300 -sj sj_priority -lde 3 -sjt 10 -s minimap2aligned_sampleinput.sam -f reference.fasta -p tama_high_sample). The output transcript models of “TAMA collapse” for all replicates were then merged using the “TAMA merge” module (tama_merge.py -f list_tamacollapseoutput.txt -p tamamerged). The merged bed file was converted to a gtf file for comparison to the reference annotation. For assembly with FLAIR, sorted bam files of combined replicates (stranded with SLURP in Figs 5B, 5C, 5E, S5B and S5E) were converted to bed12 format using the bam2Bed12.py script of FLAIR. FLAIR correct was used with reference genome fasta and annotation files or short-read gtf files (flair correct—nvrna -q input.bed -g refgenome.fa -f refgenome.gtf/short-read.gtf -o FLAIRcorrect_output.bed). The corrected bed file was then used to obtain a gtf file using FLAIR collapse (flair collapse -g refgenome.fa -q FLAIR_corrected.bed -f refgenome.gtf/short-read.gtf -r sample.fq -o flair_collapse_output.gtf).

Bambu (version 3.1.1) was obtained from github/goekelab. An annotation file for Bambu was prepared using BambuAnnotations < prepareAnnotations(ref_annotations.gtf). Long-read alignments of combined replicates were obtained from minimap2 and were used to make a summarized experiment object using longread_Bambu_se <- Bambu(reads = longread.bam, annotations = BambuAnnotations, genome = ref.fa). Transcripts assembled by Bambu were extracted using Bambu_constructedAnnotations = longread_Bambu_se [assays(longread_Bambu_se)$fullLengthCounts > 0].

For StringTie Mix, bam files of combined short-read replicates and long reads replicates were obtained using hisat2 and minimap2, respectively. Reference annotation gtf files of the gencode hg38v35 assembly for HAP1 samples and the mm10 assembly for HL1 samples were concatenated with gtf files for the ERCC spike-in RNA mix. These files were then used with StringTie Mix (stringtie—mix short-read.bam long-read.bam -o stringtiemix.gtf -C stringtiemix -G reference.gtf).

Stringency of transcript detection was increased by increasing the minimum number of reads required to assemble the transcripts using the -c option of StringTie (2, 4, 6, 8, 10, 15, 20, 25, 50, 75, 100, 150, 200, 250, 300). 50% reduced sequin annotations were provided during transcript assembly for each replicate of short- and long-read dataset. Assembled transcripts for each replicate were merged for the given program using the StringTie merge function as described above for StringTie, StringTie Mix and TASSEL. These merged transcriptomes, at each setting of -c option, were then used to test the sensitivity and precision of transcript assembly by comparing against the full set of sequin annotations using gffcompare.

For PacBio data, subreads of a PacBio long-read run and short reads of an Illumina NextSeq 500 run for H1975 cell line, spiked-in sequin standards, were obtained from GSE172421. Long-reads were aligned with pbmm2 and subjected to assembly using the StringTie -L option. Short-reads were aligned and assembled as described above using hisat2 and StringTie. The transcriptome obtained from each platform was TASSEL merged and compared to sequin annotations using gffcompare.

### Enrichment of H3K4me3, RNA Pol II and PRO-seq at TSS

Fastq files for H3K4me3 ChIP-seq in HAP1 cells (Input: SRR6671609, H3K4me3: SRR6671589) and RNA Pol II ChIP-seq for HAP1 cells (SRR2301045) [97] were downloaded from the GEO database. Reads were aligned to genome (hg38) using bowtie2 [98]. For H3K4me3, an input normalized bigwig file was made using the bamCompare function of deepTools (bamCompare -bs 1 -b1 H3K4me3_IP.bam -b2 Input.bam–operation ratio). For Pol II ChIP-seq, sorted bam files were directly converted to counts-normalized bigwig files using the bamCoverage function of deepTools (-normalizeUsing CPM). The bigwig files were then used to plot metagene profiles on TSSs of transcripts from StringTie Mix and TASSEL genes using the computeMatrix and plotProfile functions of deepTools.

For PRO-seq, bigwig files of normalized PRO-seq signal in HAP1 cells were obtained from GSM5829596 [99]. Forward PRO-seq signals were contoured over plus strand TSS and reverse PRO-seq signals were contoured over negative strand TSS of TASSEL or StringTie Mix transcripts using the computeMatrix function and plotted using the plotProfile function of deepTools.

### Estimation of cheRNA

StringTie and DESeq2 [100] were used to detect transcripts and genes which were significantly enriched in the chromatin fraction as compared to the nucleoplasm fraction in short-read sequencing. For this, gtf files of chromatin fraction reads and nucleoplasm fraction reads (three biological replicates each) were obtained by StringTie guided assembly of aligned reads. The transcripts from chromatin and nuclear fractions (as assembled by StringTie on the respective alignment files) are merged with default settings of StringTie—merge. Therefore, the use of a unified set of transcripts created by StringTie—merge to calculate ratiometric enrichment avoids the influence of sample-to-sample background heterogeneity as all the samples are re-evaluated against a common template. These gtf files were merged using default settings of stringtie—merge—rf to create a pool of high-confidence unified non-redundant transcripts across the samples for differential gene expression of known as well as *de novo* transcripts across experimental conditions. StringTie—merge also rectifies any incomplete transcript in a given sample if it detects a corresponding complete transcript in another sample. This unified and consolidated pool of transcripts across chromatin and nuclear fractions was then used as a reference transcriptome to re-estimate transcript structure and abundance in each of the replicates of both fractions using stringtie -e -B -G stringtie_merge.gtf. Raw counts of the re-estimated transcript and gene abundance were obtained using the prepDE.py script from StringTie. The raw counts were then used to calculate differentially expressed transcripts and genes in the chromatin vs nucleoplasm fractions using DESeq2. Transcripts and genes which were enriched more than four-fold in the chromatin fraction at adjusted *p* < 0.05 and had a length of more than 200 bp were deemed as cheRNA.

### Gene ontology for cheRNA proximal genes

Protein coding genes closest to cheRNA genes were computed using the closestBed function of bedtools (-a cheRNA_genes -b refgenome_proteincodinggene). The identified genes were then uploaded to the DAVID gene ontology portal [101] to calculate enriched biological processes categories.

### Comparison and merge of cheRNA with long-read sequencing

To plot long-read alignments on cheRNA genes: CPM-normalized bigwig files of long-read alignments were used to calculate mean coverage over cheRNA genes using the computeMatrix function of deepTools in scale-regions mode (-b 1000 -a 1000—missingDataAsZero) and plotted using plotHeatmap.

To calculate the extent of segmentation of cheRNA genes, genes in the TASSEL-merged gtf file were further consolidated using bedtools merge (-s -c 4,6 -o distinct). Then we intersected these consolidated genes with cheRNA genes using intersectBed (-wa -wb -s) to obtain the number of consolidated genes that intersected more than once with different cheRNA genes, essentially counting the segmented cheRNA genes.

### Pol II occupancy at cheRNA

Fastq files for RNA Pol II ChIP-seq for HAP1 cells (SRR2301045) [97] and eight-week old mouse heart (RNA Pol II IP: SRR489670; Input: SRR489681) [102] were downloaded from the GEO database. Reads were aligned to respective genomes (hg38/mm10) using bowtie2 [98]. For HAP1 Pol II ChIP-seq, sorted bam files were directly converted to bigwig files using the bamCoverage function of deepTools. For mouse Pol II, an input normalized bigwig file was made using the bamCompare function of deepTools (bamCompare -bs 1 -b1 Pol_IP.bam -b2 Input.bam—operation ratio). The bigwig files were then used to plot metagene profiles on TSSs of cheRNA genes using the plotProfile function.

## Supporting information

S1 Fig Supporting data for Fig 1. **A.** RT-qPCR confirmation of RNA fractionation into chromatin (purple) and nucleoplasm (green) extracts in the indicated samples. Protein coding transcripts (*GAPDH* and *B2M*) were used as representative of nucleoplasm enrichment while lncRNA (*MALAT1* and *PVT1*) were used as controls for chromatin enrichment. Error bar indicates SD for replicates (n = 3 for short-read; n = 2 for long-read). **B.** Density plot of read lengths from long-read sequencing of HL1 replicates (n = 2). **C.** Correlation between HL1 replicates (n = 2) for genomic coverage of long-read alignments binned at 1 kb. Pearson correlation is shown. **D.** Correlation between HAP1 (left) and HL1 (right) replicates (n = 3) for genomic coverage of short-read alignments (*top* nucleoplasm fraction; *bottom* chromatin fraction) binned at 1 kb. Pearson correlations are shown for each plot. **E.** Average counts per million (average CPM, dark color; +/- SD, lighter color) of aligned reads across all ERCC transcripts, meta-scaled to 1000 nt, in the HL1 short-read (n = 3) and long-read (n = 2) samples. **F.** Relationship between the average fraction of ERCC transcripts covered by short (left) or long (right) read alignments as a function of their amount (attomoles) or length (nt) for HL1 samples. **G.** Relationship between length and CPKM (coverage per kb per million mapped reads) of known genes in HAP1 short- and long-read datasets. Average CPKM for replicates are plotted against length of genes on a log_10_ scale. Colors correspond to kernel density estimations of scatter plot distribution. **H.** Metagene plots of mapped read coverage (average CPM) for HL1 short- and long-read alignments, scaled to transcription start sites (TSS) and transcription termination sites (TTS) of known genes. **I.** Metagene plot of mapped read coverage (average CPM) for HAP1 long-read alignments, scaled to transcription start sites (TSS) and transcription termination sites (TTS) of a subset of known genes which are similar in length distribution (0.2–2 kb) to ERCC genes. Note that the similarity of profile of this plot with that of ERCC genes (main Fig 1D, *right*) suggests that apparent gene body coverage decay in Fig 1F *right* is due to meta scaling of coverage on genes longer than the median long read. **J.** Metagene plots of mapped read coverage (average CPM) for HL1 short (top) and long (bottom) reads, centered on curated transcription start sites (TSS; [50]) or termination sites (polyA; [51]). **K.** Zoomed-in metagene plots of mapped read coverage (average CPM) for HAP1 short reads, centered on curated transcription start sites (TSS; [50]) or termination sites (polyA; [51]). Note the similarity of decay in signal in this plot to that observed for ERCC coverage (main Fig 1D, *left*). **L.** Circos plot depicting gene fusions supported by at least 2 reads in HAP1 (top) and HL1 (bottom) long-read datasets. Dark blue arcs indicate fusion events detected in both replicates; light blue arcs indicate fusion events detected in only one of the two replicates. The BCR::ABL fusion, a key genomic fusion, is highlighted in red.
(PDF) Click here for additional data file.

S2 Fig Supporting data for Fig 2. **A.** Comparison of the indicated short-read (left) and long-read (right) transcript assembly methods for ERCC, sequin and HAP1 transcripts. Shown are the sensitivity and precision of assembly at the transcript level as computed by gffcompare. Note that apparent (app.) sensitivity and precision indicate comparison to reference human annotations which does not reflect ground truth for a given cell line. Error bar indicates SD (n = 2–3). **B.** *Top*: Average abundance (Tags Per Million; TPM) of ERCC transcripts determined by StringTie versus amount added (attomoles) or length (nt) of the transcript in HL1 samples (n = 3 for short reads, n = 2 for long reads). *Bottom*: Average abundance (Tags Per Million; TPM) of sequin spike-in transcripts determined by StringTie versus amount added or length (nt) of the transcript in SGNex direct-cDNA samples of HCT116 samples (n = 3 for short and long reads). Short-read plots are shown in red (left), long-read plots in blue (right). R^2^, correlation coefficient for linear regression. **C.** Comparison of abundance (TPM) of ERCC transcripts obtained from StringTie with BEDTools counts for HL1 long-read replicate 1. Both methods performed nearly identically (R^2^ = 0.99, correlation coefficient for linear regression). **D.** Correlation between HL1 replicates for transcriptome assembly by StringTie. Shown are the scatter plots of abundance (TPM) of each transcript in the two replicates. Colors correspond to kernel density estimations of scatter plot distribution. R^2^, correlation coefficient for linear regression. **E.** Comparison of structure of transcripts assembled by StringTie for HAP1 and HL1 short-read samples with structure of reference genome transcripts. The class codes for relationship between the assembled transcript and the closest reference transcript were deduced from gffcompare. **F.** Correlation plot for the average abundance (TPM) of ERCC spike-in transcripts in the short-read datasets (n = 3) with the average abundance in the long-read datasets (n = 2) of HL1 samples, determined by StringTie. Shown are the transcripts detected by both sequencing platforms. **G.** Scatter plot comparing the average abundance (TPM) of all transcripts in the short-read datasets (n = 3) and the long-read datasets (n = 2) in HL1 samples. Abundance was calculated using the re-estimation function of StringTie from the merged transcriptome. Color bars correspond to kernel density estimations of scatter plot distribution. **H.** Histograms of length of transcripts assembled in the short- and long-read transcriptome. The distribution is shown for transcripts up to 10 kb in length. **I.** Total number of transcripts assembled in the HL1 short-read dataset as a function of percent of short reads sampled. Dotted line indicates equivalent coverage compared to the corresponding long-read dataset in terms of total mapped bases.
(PDF) Click here for additional data file.

S3 Fig Supporting data for Fig 3. **A.** Percent of long reads stranded by UNAGI [65], Pychopper, and SLURP (Stranding Long Unstranded Reads using Primers) in the HAP1 and HL1 datasets. **B.** Detection of primer 1 and primer 2 sequences in the long reads using MEME [64] *de novo* motif discovery. **C.** Measurement of indicated stranding methods in terms of the number of transcripts assembled and extent of transcripts mapping to the wrong strand of the reference genome. 3crit indicates using primer 1, primer 2 and reverse complement of primer 2; 4crit indicates primer 1, reverse complement of primer 1, primer 2 and reverse complement of primer 2; m2 indicates allowing 2 mismatches and m3 indicates allowing 3 mismatches. **D.** Workflow of SLURP pipeline. Reads that contain the first-strand synthesis primer (primer 1) or reverse complement (rc) of the strand switching primer (primer 2) are non-redundantly merged with the reverse complement of reads that contain the strand switching primer. **E.** Comparison of Pychopper and SLURP for the precision of assembling the ERCC (left) or all (right) transcripts in the HAP1 dataset. **F.** Comparison of Pychopper and SLURP for the total number of matching ERCC (left) or all (right) transcripts in the HAP1 dataset. **G.** Example of an ERCC transcript correctly assembled using SLURP where Pychopper failed to do so. **H.** Comparison of Pychopper and SLURP for the sensitivity and precision of transcript assembly by FLAIR in the HAP1 dataset. **I.** Comparison of Pychopper and SLURP for the sensitivity and precision of transcript assembly, total number of matching transcripts, and the computational time required for the stranding of reads in the HL1 dataset. **J.** Same as I, for the HCT116 dataset from the SG-Nex consortium. **K.** Example of a sequin spike-in transcript annotation with two spliced isoforms that vary in TSS and TTS, that is correctly assembled by SLURP-stranded long reads where the original unstranded reads failed to do so. **L.** Comparison of SLURP-mediated change in the sensitivity and precision of the sequin spike-in standards for the subset of splice variants with alternative TSS or TTS, e.g., the two transcript isoforms of *R2_20* in panel K. **M.** Efficacy of the stranding pipeline in a previously published dataset [48]. Shown are the percentage of transcripts mapping to the incorrect strand before and after SLURP-stranding. **N.** Efficacy of the SLURP-stranding pipeline upon retention or removal of unstranded long reads in the HAP1 dataset. Shown are the percentage of transcripts mapping to the incorrect strand. **O.** Example of a known gencode transcript assembled by SLURP-stranded long reads where the original unstranded reads failed to do so in the HAP1 dataset.
(PDF) Click here for additional data file.

S4 Fig Supporting data for Fig 4. **A.** Bar plot of percentage of paired bases in the artifactual reads as a test for palindromes in the reads. RNAfold was used to determine paired bases in the secondary structure where a palindrome outweighs other structures.
(PDF) Click here for additional data file.

S5 Fig Supporting data for Fig 5. **A.** Ends of the 92 ERCC transcripts (arranged in increasing order of length) assembled by TASSEL (magenta circle) and StringTie Mix (StMix, green diamond) in the HL1 dataset. Gray bar indicates actual transcript. The color bar indicates the abundance of the given transcript. **B.** Number and extent of ERCC standard transcripts assembled by the indicated assembly method in the HAP1 dataset. StMix: StringTie Mix. SLURP-stranded reads were used for FLAIR assembly. **C.** Number of matching sequin transcripts assembled by the indicated method when no reference sequin annotation (left) or 50% of the reference annotations (middle and right) were provided to TAMA at the merge stage. Note that no sequin annotation was provided to StringTie Mix or TASSEL at the merge stage for any of the comparison points here. **D.** Number of total matching sequin transcripts assembled by the indicated assembly method with ONT PCR-cDNA sequencing kit. **E.** Sensitivity of the indicated assembly methods at the locus level for the HAP1 dataset. Transcriptome assembled by the given method in the HAP1 dataset was compared against reference annotation (gencode hg38v35) using gffcompare. SLURP-stranded reads were used for FLAIR assembly. Apparent sensitivity indicates use of gencode annotation as ground truth. **F.** Percent of assembled transcripts that match completely with a transcript (left) or are contained within an intron (right) of the reference transcript, using only long-read assembly, StringTie Mix or TASSEL in the HAP1 and HL1 datasets. **G.** Comparison of inclusion or omission of SLURP stranding in TASSEL. Shown are percentage of transcripts mapped to the opposite strand (*top*) or completely matching (*bottom*) the reference transcripts in the HAP1 dataset. **H.** Number of transcripts contributed by short- and long-read assemblies to the TASSEL transcriptome in the sequin and HAP1 datasets. Long or short-read transcripts were used as a query against the TASSEL merged transcriptome as a reference in gffcompare. **I.** Proximity of TSS (left) and TTS (right) of known genes (gencode hg38v41) to the TSS and TTS of consensus transcripts in TASSEL or those of short or long only transcripts in the HAP1 dataset. **J.** Enrichment of H3K4me3 (left, normalized to input) and RNA Pol II (middle, normalized to the total number of mapped reads) and average PRO-seq signal (right) at the TSS of consensus transcripts in TASSEL or those of short or long only transcripts in the HAP1 dataset. H3K4me3 and RNA Pol II occupancy was calculated from ChIP-seq data from HAP1 cells [97,103]. Normalized PRO-seq data in HAP1 cells were obtained from [99]. **K.** Example of a gencode hg38v41 transcript assembled by TASSEL where the short- or long-read assembly failed to do so. **L.** Sensitivity and precision of sequin transcript assembly using short-read, long-read or TASSEL assembly with long read data from the PacBio sequencing platform. **M.** Relative depth of short to long read coverage (mapped bases) in the indicated datasets.
(PDF) Click here for additional data file.

S6 Fig Supporting data for Fig 6. **A.** Average count of genes in the chromatin and nucleoplasm fractions in HAP1 (left) and HL1 (right). Normalized gene counts obtained through DESeq2 were averaged for replicates (n = 3). **B.** Gene ontology enrichment analyses of protein-coding genes closest to cheRNA genes detected in HAP1 and HL1 datasets. Top 15 categories detected by DAVID [101] and associated number of genes are shown. Color bars correspond to false discovery rate (FDR). **C.** Histogram depicting the extent of overlap between cheRNA genes from short-read assembly and genes assembled from long-read assembly in HAP1 and HL1 samples. **D.** Comparison of the abundance (normalized DESeq2 gene count) of cheRNA genes showing minimum (0–10%) and maximum (90–100%) overlap with a corresponding long-read gene. Data points outside 1.5x of Inter-quartile range were removed as outliers. **** p < 0.0001, Two-tailed Mann-Whitney test. **E.** Prevalence of mono and multi-exonic cheRNA genes in segmented or unsegmented cheRNA genes. **F.** Metagene plot depicting average RNA Pol II occupancy (solid lines; shaded regions indicate SE) at the TSS (±1Kb) of segmented, unsegmented and TASSEL-refined cheRNA genes in the HL1 dataset. RNA Pol II occupancy was calculated from ChIP-seq data from heart of an eight-week-old mouse [102].
(PDF) Click here for additional data file.

S1 Note Long-read alignments capture novel cell line-specific gene fusion events. (DOCX) Click here for additional data file.

S1 Table Sequencing output of short- and long-read RNA-seq. (PDF) Click here for additional data file.

S2 Table Primers used for RT-qPCR analyses. (PDF) Click here for additional data file.

## References

[1] WangZ, GersteinM, SnyderM. RNA-Seq: a revolutionary tool for transcriptomics. Nat Rev Genet. 2009;10(1):57–63. Epub 2008/11/19. doi: 10.1038/nrg2484 ; PubMed Central PMCID: PMC2949280.19015660PMC2949280

[2] GoodwinS, McPhersonJD, McCombieWR. Coming of age: ten years of next-generation sequencing technologies. Nat Rev Genet. 2016;17(6):333–51. Epub 2016/05/18. doi: 10.1038/nrg.2016.49 .27184599PMC10373632

[3] MaX, ShaoY, TianL, FlaschDA, MulderHL, EdmonsonMN, et al. Analysis of error profiles in deep next-generation sequencing data. Genome Biol. 2019;20(1):50. Epub 2019/03/15. doi: 10.1186/s13059-019-1659-6 ; PubMed Central PMCID: PMC6417284.30867008PMC6417284

[4] StarkR, GrzelakM, HadfieldJ. RNA sequencing: the teenage years. Nat Rev Genet. 2019;20(11):631–56. Epub 2019/07/26. doi: 10.1038/s41576-019-0150-2 .31341269

[5] EngstromPG, SteijgerT, SiposB, GrantGR, KahlesA, RatschG, et al. Systematic evaluation of spliced alignment programs for RNA-seq data. Nat Methods. 2013;10(12):1185–91. Epub 2013/11/05. doi: 10.1038/nmeth.2722 ; PubMed Central PMCID: PMC4018468.24185836PMC4018468

[6] CorcheteLA, RojasEA, Alonso-LopezD, De Las RivasJ, GutierrezNC, BurguilloFJ. Systematic comparison and assessment of RNA-seq procedures for gene expression quantitative analysis. Scientific reports. 2020;10(1):19737. Epub 2020/11/14. doi: 10.1038/s41598-020-76881-x ; PubMed Central PMCID: PMC7665074.33184454PMC7665074

[7] AirdD, RossMG, ChenWS, DanielssonM, FennellT, RussC, et al. Analyzing and minimizing PCR amplification bias in Illumina sequencing libraries. Genome Biol. 2011;12(2):R18. Epub 2011/02/23. doi: 10.1186/gb-2011-12-2-r18 ; PubMed Central PMCID: PMC3188800.21338519PMC3188800

[8] DabneyJ, MeyerM. Length and GC-biases during sequencing library amplification: a comparison of various polymerase-buffer systems with ancient and modern DNA sequencing libraries. Biotechniques. 2012;52(2):87–94. Epub 2012/02/09. doi: 10.2144/000113809 .22313406

[9] SteijgerT, AbrilJF, EngstromPG, KokocinskiF, ConsortiumR, HubbardTJ, et al. Assessment of transcript reconstruction methods for RNA-seq. Nat Methods. 2013;10(12):1177–84. Epub 2013/11/05. doi: 10.1038/nmeth.2714 ; PubMed Central PMCID: PMC3851240.24185837PMC3851240

[10] ConsortiumSM-I. A comprehensive assessment of RNA-seq accuracy, reproducibility and information content by the Sequencing Quality Control Consortium. Nature Biotechnology. 2014;32:903–14. doi: 10.1038/nbt.2957 25150838PMC4321899

[11] MehmoodA, LaihoA, VenalainenMS, McGlincheyAJ, WangN, EloLL. Systematic evaluation of differential splicing tools for RNA-seq studies. Brief Bioinform. 2020;21(6):2052–65. Epub 2019/12/06. doi: 10.1093/bib/bbz126 ; PubMed Central PMCID: PMC7711265.31802105PMC7711265

[12] SchonMA, LutzmayerS, HofmannF, NodineMD. Bookend: precise transcript reconstruction with end-guided assembly. Genome Biol. 2022;23(1):143. Epub 2022/06/30. doi: 10.1186/s13059-022-02700-3 ; PubMed Central PMCID: PMC9245221.35768836PMC9245221

[13] BabarindeIA, HutchinsAP. The effects of sequencing depth on the assembly of coding and noncoding transcripts in the human genome. BMC genomics. 2022;23(1):487. Epub 2022/07/06. doi: 10.1186/s12864-022-08717-z ; PubMed Central PMCID: PMC9251931.35787153PMC9251931

[14] EisensteinM. Oxford Nanopore announcement sets sequencing sector abuzz. Nat Biotechnol. 2012;30(4):295–6. Epub 2012/04/12. doi: 10.1038/nbt0412-295 .22491260

[15] FengY, ZhangY, YingC, WangD, DuC. Nanopore-based fourth-generation DNA sequencing technology. Genomics Proteomics Bioinformatics. 2015;13(1):4–16. Epub 2015/03/07. doi: 10.1016/j.gpb.2015.01.009 ; PubMed Central PMCID: PMC4411503.25743089PMC4411503

[16] PollardMO, GurdasaniD, MentzerAJ, PorterT, SandhuMS. Long reads: their purpose and place. Hum Mol Genet. 2018;27(R2):R234–R41. Epub 2018/05/17. doi: 10.1093/hmg/ddy177 ; PubMed Central PMCID: PMC6061690.29767702PMC6061690

[17] BolisettyMT, RajadinakaranG, GraveleyBR. Determining exon connectivity in complex mRNAs by nanopore sequencing. Genome Biol. 2015;16:204. Epub 2015/10/01. doi: 10.1186/s13059-015-0777-z ; PubMed Central PMCID: PMC4588896.26420219PMC4588896

[18] OikonomopoulosS, WangYC, DjambazianH, BadescuD, RagoussisJ. Benchmarking of the Oxford Nanopore MinION sequencing for quantitative and qualitative assessment of cDNA populations. Scientific reports. 2016;6:31602. Epub 2016/08/25. doi: 10.1038/srep31602 ; PubMed Central PMCID: PMC4995519 and the MinION instrument and R7, R7.3 flowcells were received free of charge.27554526PMC4995519

[19] DepledgeDP, SrinivasKP, SadaokaT, BreadyD, MoriY, PlacantonakisDG, et al. Direct RNA sequencing on nanopore arrays redefines the transcriptional complexity of a viral pathogen. Nat Commun. 2019;10(1):754. Epub 2019/02/16. doi: 10.1038/s41467-019-08734-9 ; PubMed Central PMCID: PMC6376126.30765700PMC6376126

[20] AmarasingheSL, SuS, DongX, ZappiaL, RitchieME, GouilQ. Opportunities and challenges in long-read sequencing data analysis. Genome Biol. 2020;21(1):30. Epub 2020/02/09. doi: 10.1186/s13059-020-1935-5 ; PubMed Central PMCID: PMC7006217.32033565PMC7006217

[21] GoodwinS, GurtowskiJ, Ethe-SayersS, DeshpandeP, SchatzMC, McCombieWR. Oxford Nanopore sequencing, hybrid error correction, and de novo assembly of a eukaryotic genome. Genome Res. 2015;25(11):1750–6. Epub 2015/10/09. doi: 10.1101/gr.191395.115 ; PubMed Central PMCID: PMC4617970.26447147PMC4617970

[22] CarneiroMO, RussC, RossMG, GabrielSB, NusbaumC, DePristoMA. Pacific biosciences sequencing technology for genotyping and variation discovery in human data. BMC genomics. 2012;13:375. Epub 2012/08/07. doi: 10.1186/1471-2164-13-375 ; PubMed Central PMCID: PMC3443046.22863213PMC3443046

[23] WeiratherJL, de CesareM, WangY, PiazzaP, SebastianoV, WangXJ, et al. Comprehensive comparison of Pacific Biosciences and Oxford Nanopore Technologies and their applications to transcriptome analysis. F1000Res. 2017;6:100. Epub 2017/09/07. doi: 10.12688/f1000research.10571.2 ; PubMed Central PMCID: PMC5553090.28868132PMC5553090

[24] BayegaA, WangYC, OikonomopoulosS, DjambazianH, FahiminiyaS, RagoussisJ. Transcript Profiling Using Long-Read Sequencing Technologies. Methods Mol Biol. 2018;1783:121–47. Epub 2018/05/17. doi: 10.1007/978-1-4939-7834-2_6 .29767360

[25] OikonomopoulosS, BayegaA, FahiminiyaS, DjambazianH, BerubeP, RagoussisJ. Methodologies for Transcript Profiling Using Long-Read Technologies. Frontiers in genetics. 2020;11:606. Epub 2020/08/01. doi: 10.3389/fgene.2020.00606 ; PubMed Central PMCID: PMC7358353.32733532PMC7358353

[26] AmarasingheSL, RitchieME, GouilQ. long-read-tools.org: an interactive catalogue of analysis methods for long-read sequencing data. Gigascience. 2021;10(2). Epub 2021/02/17. doi: 10.1093/gigascience/giab003 ; PubMed Central PMCID: PMC7931822.33590862PMC7931822

[27] DongX, DuMRM, GouilQ, TianL, BaldoniPL, SmythGK, et al. Benchmarking long-read RNA-sequencing analysis tools using in silico mixtures. bioRxiv. 2022.10.1038/s41592-023-02026-337783886

[28] LimaL, MarchetC, CabocheS, Da SilvaC, IstaceB, AuryJM, et al. Comparative assessment of long-read error correction software applied to Nanopore RNA-sequencing data. Brief Bioinform. 2020;21(4):1164–81. Epub 2019/06/25. doi: 10.1093/bib/bbz058 .31232449

[29] ShumateA, WongB, PerteaG, PerteaM. Improved transcriptome assembly using a hybrid of long and short reads with StringTie. PLoS Comput Biol. 2022;18(6):e1009730. Epub 2022/06/02. doi: 10.1371/journal.pcbi.1009730 ; PubMed Central PMCID: PMC9191730.35648784PMC9191730

[30] IyerMK, NiknafsYS, MalikR, SinghalU, SahuA, HosonoY, et al. The landscape of long noncoding RNAs in the human transcriptome. Nat Genet. 2015;47(3):199–208. Epub 2015/01/20. doi: 10.1038/ng.3192 ; PubMed Central PMCID: PMC4417758.25599403PMC4417758

[31] WangKC, YangYW, LiuB, SanyalA, Corces-ZimmermanR, ChenY, et al. A long noncoding RNA maintains active chromatin to coordinate homeotic gene expression. Nature. 2011;472(7341):120–4. Epub 2011/03/23. doi: 10.1038/nature09819 ; PubMed Central PMCID: PMC3670758.21423168PMC3670758

[32] ParalkarVR, TabordaCC, HuangP, YaoY, KossenkovAV, PrasadR, et al. Unlinking an lncRNA from Its Associated cis Element. Mol Cell. 2016;62(1):104–10. Epub 2016/04/05. doi: 10.1016/j.molcel.2016.02.029 ; PubMed Central PMCID: PMC4877494.27041223PMC4877494

[33] StatelloL, GuoCJ, ChenLL, HuarteM. Gene regulation by long non-coding RNAs and its biological functions. Nat Rev Mol Cell Biol. 2021;22(2):96–118. Epub 2020/12/24. doi: 10.1038/s41580-020-00315-9 ; PubMed Central PMCID: PMC7754182.33353982PMC7754182

[34] LaiF, GardiniA, ZhangA, ShiekhattarR. Integrator mediates the biogenesis of enhancer RNAs. Nature. 2015;525(7569):399–403. Epub 2015/08/27. doi: 10.1038/nature14906 ; PubMed Central PMCID: PMC4718573.26308897PMC4718573

[35] CechTR, SteitzJA. The noncoding RNA revolution-trashing old rules to forge new ones. Cell. 2014;157(1):77–94. Epub 2014/04/01. doi: 10.1016/j.cell.2014.03.008 .24679528

[36] RinnJL, ChangHY. Long Noncoding RNAs: Molecular Modalities to Organismal Functions. Annu Rev Biochem. 2020;89:283–308. Epub 2020/06/23. doi: 10.1146/annurev-biochem-062917-012708 .32569523

[37] WernerMS, RuthenburgAJ. Nuclear Fractionation Reveals Thousands of Chromatin-Tethered Noncoding RNAs Adjacent to Active Genes. Cell Rep. 2015;12(7):1089–98. Epub 2015/08/11. doi: 10.1016/j.celrep.2015.07.033 ; PubMed Central PMCID: PMC5697714.26257179PMC5697714

[38] WernerMS, SullivanMA, ShahRN, NadadurRD, GrzybowskiAT, GalatV, et al. Chromatin-enriched lncRNAs can act as cell-type specific activators of proximal gene transcription. Nat Struct Mol Biol. 2017;24(7):596–603. Epub 2017/06/20. doi: 10.1038/nsmb.3424 ; PubMed Central PMCID: PMC5682930.28628087PMC5682930

[39] SunX, WangZ, HallJM, Perez-CervantesC, RuthenburgAJ, MoskowitzIP, et al. Chromatin-enriched RNAs mark active and repressive cis-regulation: An analysis of nuclear RNA-seq. PLoS Comput Biol. 2020;16(2):e1007119. Epub 2020/02/11. doi: 10.1371/journal.pcbi.1007119 ; PubMed Central PMCID: PMC7034927.32040509PMC7034927

[40] ZhangYC, ZhouYF, ChengY, HuangJH, LianJP, YangL, et al. Genome-wide analysis and functional annotation of chromatin-enriched noncoding RNAs in rice during somatic cell regeneration. Genome Biol. 2022;23(1):28. Epub 2022/01/21. doi: 10.1186/s13059-022-02608-y ; PubMed Central PMCID: PMC8772118.35045887PMC8772118

[41] WuarinJ, SchiblerU. Physical isolation of nascent RNA chains transcribed by RNA polymerase II: evidence for cotranscriptional splicing. Mol Cell Biol. 1994;14(11):7219–25. Epub 1994/11/01. doi: 10.1128/mcb.14.11.7219-7225.1994 ; PubMed Central PMCID: PMC359256.7523861PMC359256

[42] KoteckiM, ReddyPS, CochranBH. Isolation and characterization of a near-haploid human cell line. Exp Cell Res. 1999;252(2):273–80. Epub 1999/10/21. doi: 10.1006/excr.1999.4656 .10527618

[43] ClaycombWC, LansonNAJr., StallworthBS, EgelandDB, DelcarpioJB, BahinskiA, et al. HL-1 cells: a cardiac muscle cell line that contracts and retains phenotypic characteristics of the adult cardiomyocyte. Proc Natl Acad Sci U S A. 1998;95(6):2979–84. Epub 1998/04/18. doi: 10.1073/pnas.95.6.2979 ; PubMed Central PMCID: PMC19680.9501201PMC19680

[44] ConsortiumERCC. Proposed methods for testing and selecting the ERCC external RNA controls. BMC genomics. 2005;6:150. Epub 2005/11/04. doi: 10.1186/1471-2164-6-150 ; PubMed Central PMCID: PMC1325234.16266432PMC1325234

[45] WongsurawatT, JenjaroenpunP, WanchaiV, NookaewI. Native RNA or cDNA Sequencing for Transcriptomic Analysis: A Case Study on Saccharomyces cerevisiae. Front Bioeng Biotechnol. 2022;10:842299. Epub 2022/05/03. doi: 10.3389/fbioe.2022.842299 ; PubMed Central PMCID: PMC9039254.35497361PMC9039254

[46] LiH. Minimap2: pairwise alignment for nucleotide sequences. Bioinformatics. 2018;34(18):3094–100. Epub 2018/05/12. doi: 10.1093/bioinformatics/bty191 ; PubMed Central PMCID: PMC6137996.29750242PMC6137996

[47] KimD, PaggiJM, ParkC, BennettC, SalzbergSL. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol. 2019;37(8):907–15. Epub 2019/08/04. doi: 10.1038/s41587-019-0201-4 ; PubMed Central PMCID: PMC7605509.31375807PMC7605509

[48] ChenY, DavidsonNM, WanYK, PatelH, YaoF, LowHM, et al. A systematic benchmark of Nanopore long read RNA sequencing for transcript level analysis in human cell lines. bioRxiv. 2021:2021.04.21.440736. doi: 10.1101/2021.04.21.440736PMC1197850940082608

[49] HuY, FangL, ChenX, ZhongJF, LiM, WangK. LIQA: long-read isoform quantification and analysis. Genome Biol. 2021;22(1):182. Epub 2021/06/19. doi: 10.1186/s13059-021-02399-8 ; PubMed Central PMCID: PMC8212471.34140043PMC8212471

[50] AbugessaisaI, NoguchiS, HasegawaA, KondoA, KawajiH, CarninciP, et al. refTSS: A Reference Data Set for Human and Mouse Transcription Start Sites. J Mol Biol. 2019;431(13):2407–22. Epub 2019/05/11. doi: 10.1016/j.jmb.2019.04.045 .31075273

[51] HerrmannCJ, SchmidtR, KanitzA, ArtimoP, GruberAJ, ZavolanM. PolyASite 2.0: a consolidated atlas of polyadenylation sites from 3’ end sequencing. Nucleic Acids Res. 2020;48(D1):D174–D9. Epub 2019/10/17. doi: 10.1093/nar/gkz918 ; PubMed Central PMCID: PMC7145510.31617559PMC7145510

[52] TrapnellC, RobertsA, GoffL, PerteaG, KimD, KelleyDR, et al. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc. 2012;7(3):562–78. Epub 2012/03/03. doi: 10.1038/nprot.2012.016 ; PubMed Central PMCID: PMC3334321.22383036PMC3334321

[53] PerteaM, KimD, PerteaGM, LeekJT, SalzbergSL. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nat Protoc. 2016;11(9):1650–67. Epub 2016/08/26. doi: 10.1038/nprot.2016.095 ; PubMed Central PMCID: PMC5032908.27560171PMC5032908

[54] KovakaS, ZiminAV, PerteaGM, RazaghiR, SalzbergSL, PerteaM. Transcriptome assembly from long-read RNA-seq alignments with StringTie2. Genome Biol. 2019;20(1):278. Epub 2019/12/18. doi: 10.1186/s13059-019-1910-1 ; PubMed Central PMCID: PMC6912988.31842956PMC6912988

[55] TangAD, SouletteCM, van BarenMJ, HartK, Hrabeta-RobinsonE, WuCJ, et al. Full-length transcript characterization of SF3B1 mutation in chronic lymphocytic leukemia reveals downregulation of retained introns. Nat Commun. 2020;11(1):1438. Epub 2020/03/20. doi: 10.1038/s41467-020-15171-6 ; PubMed Central PMCID: PMC7080807.32188845PMC7080807

[56] HardwickSA, ChenWY, WongT, DevesonIW, BlackburnJ, AndersenSB, et al. Spliced synthetic genes as internal controls in RNA sequencing experiments. Nat Methods. 2016;13(9):792–8. Epub 20160808. doi: 10.1038/nmeth.3958 .27502218

[57] JainM, FiddesIT, MigaKH, OlsenHE, PatenB, AkesonM. Improved data analysis for the MinION nanopore sequencer. Nat Methods. 2015;12(4):351–6. Epub 2015/02/17. doi: 10.1038/nmeth.3290 ; PubMed Central PMCID: PMC4907500.25686389PMC4907500

[58] QuinlanAR, HallIM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26(6):841–2. Epub 2010/01/30. doi: 10.1093/bioinformatics/btq033 ; PubMed Central PMCID: PMC2832824.20110278PMC2832824

[59] Pandya-JonesA, BlackDL. Co-transcriptional splicing of constitutive and alternative exons. RNA. 2009;15(10):1896–908. Epub 2009/08/07. doi: 10.1261/rna.1714509 ; PubMed Central PMCID: PMC2743041.19656867PMC2743041

[60] DrexlerHL, ChoquetK, ChurchmanLS. Splicing Kinetics and Coordination Revealed by Direct Nascent RNA Sequencing through Nanopores. Mol Cell. 2020;77(5):985–98 e8. Epub 2019/12/17. doi: 10.1016/j.molcel.2019.11.017 ; PubMed Central PMCID: PMC7060811.31839405PMC7060811

[61] Sousa-LuisR, DujardinG, ZukherI, KimuraH, WeldonC, Carmo-FonsecaM, et al. POINT technology illuminates the processing of polymerase-associated intact nascent transcripts. Mol Cell. 2021;81(9):1935–50 e6. Epub 2021/03/19. doi: 10.1016/j.molcel.2021.02.034 ; PubMed Central PMCID: PMC8122139.33735606PMC8122139

[62] LevinJZ, YassourM, AdiconisX, NusbaumC, ThompsonDA, FriedmanN, et al. Comprehensive comparative analysis of strand-specific RNA sequencing methods. Nat Methods. 2010;7(9):709–15. Epub 2010/08/17. doi: 10.1038/nmeth.1491 ; PubMed Central PMCID: PMC3005310.20711195PMC3005310

[63] MillsJD, KawaharaY, JanitzM. Strand-Specific RNA-Seq Provides Greater Resolution of Transcriptome Profiling. Curr Genomics. 2013;14(3):173–81. Epub 2013/11/02. doi: 10.2174/1389202911314030003 ; PubMed Central PMCID: PMC3664467.24179440PMC3664467

[64] BaileyTL, JohnsonJ, GrantCE, NobleWS. The MEME Suite. Nucleic Acids Res. 2015;43(W1):W39–49. Epub 2015/05/09. doi: 10.1093/nar/gkv416 ; PubMed Central PMCID: PMC4489269.25953851PMC4489269

[65] Al KadiM, JungN, ItoS, KameokaS, HishidaT, MotookaD, et al. UNAGI: an automated pipeline for nanopore full-length cDNA sequencing uncovers novel transcripts and isoforms in yeast. Funct Integr Genomics. 2020;20(4):523–36. Epub 2020/01/20. doi: 10.1007/s10142-020-00732-1 ; PubMed Central PMCID: PMC7283198.31955296PMC7283198

[66] OuhammouchM, BrodyEN. Temperature-dependent template switching during in vitro cDNA synthesis by the AMV-reverse transcriptase. Nucleic Acids Res. 1992;20(20):5443–50. Epub 1992/10/25. doi: 10.1093/nar/20.20.5443 ; PubMed Central PMCID: PMC334354.1279521PMC334354

[67] Chen YSA, WanY, Goeke J bambu: Context-Aware Transcript Quantification from Long Read RNA-Seq data. 2022. doi: 10.18129/B9.bioc.bambuPMC1044894437308696

[68] NipKM, HafezqoraniS, GagalovaKK, ChiuR, YangC, WarrenRL, et al. Reference-free assembly of long-read transcriptome sequencing data with RNA-Bloom2. Nat Commun. 2023;14(1):2940. Epub 20230522. doi: 10.1038/s41467-023-38553-y ; PubMed Central PMCID: PMC10202958.37217540PMC10202958

[69] PetriAJ, SahlinK. isONform: reference-free transcriptome reconstruction from Oxford Nanopore data. Bioinformatics. 2023;39(39 Suppl 1):i222–i31. doi: 10.1093/bioinformatics/btad264 ; PubMed Central PMCID: PMC10311309.37387174PMC10311309

[70] PrjibelskiAD, MikheenkoA, JoglekarA, SmetaninA, JarrouxJ, LapidusAL, et al. Accurate isoform discovery with IsoQuant using long reads. Nat Biotechnol. 2023;41(7):915–8. Epub 20230102. doi: 10.1038/s41587-022-01565-y ; PubMed Central PMCID: PMC10344776.36593406PMC10344776

[71] de la RubiaI, SrivastavaA, XueW, IndiJA, Carbonell-SalaS, LagardeJ, et al. RATTLE: reference-free reconstruction and quantification of transcriptomes from Nanopore sequencing. Genome Biol. 2022;23(1):153. Epub 20220708. doi: 10.1186/s13059-022-02715-w ; PubMed Central PMCID: PMC9264490.35804393PMC9264490

[72] ReyesA, HuberW. Alternative start and termination sites of transcription drive most transcript isoform differences across human tissues. Nucleic Acids Res. 2018;46(2):582–92. Epub 2017/12/05. doi: 10.1093/nar/gkx1165 ; PubMed Central PMCID: PMC5778607.29202200PMC5778607

[73] WymanD, Balderrama-GutierrezG, ReeseF, JiangS, RahmanianS, FornerS, et al. A technology-agnostic long-read analysis pipeline for transcriptome discovery and quantification. bioRxiv. 2020:672931. doi: 10.1101/672931

[74] KuoRI, ChengY, ZhangR, BrownJWS, SmithJ, ArchibaldAL, et al. Illuminating the dark side of the human transcriptome with long read transcript sequencing. BMC genomics. 2020;21(1):751. Epub 20201030. doi: 10.1186/s12864-020-07123-7 ; PubMed Central PMCID: PMC7596999.33126848PMC7596999

[75] RuthenburgAJ, AllisCD, WysockaJ. Methylation of lysine 4 on histone H3: intricacy of writing and reading a single epigenetic mark. Mol Cell. 2007;25(1):15–30. Epub 2007/01/16. doi: 10.1016/j.molcel.2006.12.014 .17218268

[76] KwakH, FudaNJ, CoreLJ, LisJT. Precise maps of RNA polymerase reveal how promoters direct initiation and pausing. Science. 2013;339(6122):950–3. Epub 2013/02/23. doi: 10.1126/science.1229386 ; PubMed Central PMCID: PMC3974810.23430654PMC3974810

[77] MahatDB, KwakH, BoothGT, JonkersIH, DankoCG, PatelRK, et al. Base-pair-resolution genome-wide mapping of active RNA polymerases using precision nuclear run-on (PRO-seq). Nat Protoc. 2016;11(8):1455–76. Epub 2016/07/22. doi: 10.1038/nprot.2016.086 ; PubMed Central PMCID: PMC5502525.27442863PMC5502525

[78] Pacific-Biosciences.

[79] BayegaA, OikonomopoulosS, GregoriouME, TsoumaniKT, GiakountisA, WangYC, et al. Nanopore long-read RNA-seq and absolute quantification delineate transcription dynamics in early embryo development of an insect pest. Scientific reports. 2021;11(1):7878. Epub 2021/04/14. doi: 10.1038/s41598-021-86753-7 ; PubMed Central PMCID: PMC8042104.33846393PMC8042104

[80] DongX, TianL, GouilQ, KariyawasamH, SuS, De Paoli-IseppiR, et al. The long and the short of it: unlocking nanopore long-read RNA sequencing data with short-read differential expression analysis tools. NAR Genom Bioinform. 2021;3(2):lqab028. Epub 2021/05/04. doi: 10.1093/nargab/lqab028 ; PubMed Central PMCID: PMC8074342.33937765PMC8074342

[81] PelechanoV, SteinmetzLM. Gene regulation by antisense transcription. Nat Rev Genet. 2013;14(12):880–93. Epub 2013/11/13. doi: 10.1038/nrg3594 .24217315

[82] CocquetJ, ChongA, ZhangG, VeitiaRA. Reverse transcriptase template switching and false alternative transcripts. Genomics. 2006;88(1):127–31. Epub 2006/02/07. doi: 10.1016/j.ygeno.2005.12.013 .16457984

[83] RoySW, IrimiaM. When good transcripts go bad: artifactual RT-PCR ’splicing’ and genome analysis. Bioessays. 2008;30(6):601–5. Epub 2008/05/15. doi: 10.1002/bies.20749 .18478540

[84] GilbertLA, HorlbeckMA, AdamsonB, VillaltaJE, ChenY, WhiteheadEH, et al. Genome-Scale CRISPR-Mediated Control of Gene Repression and Activation. Cell. 2014;159(3):647–61. Epub 2014/10/14. doi: 10.1016/j.cell.2014.09.029 ; PubMed Central PMCID: PMC4253859.25307932PMC4253859

[85] RadzisheuskayaA, ShlyuevaD, MullerI, HelinK. Optimizing sgRNA position markedly improves the efficiency of CRISPR/dCas9-mediated transcriptional repression. Nucleic Acids Res. 2016;44(18):e141. Epub 2016/06/30. doi: 10.1093/nar/gkw583 ; PubMed Central PMCID: PMC5062975.27353328PMC5062975

[86] LiuY, HanX, YuanJ, GengT, ChenS, HuX, et al. Biallelic insertion of a transcriptional terminator via the CRISPR/Cas9 system efficiently silences expression of protein-coding and non-coding RNA genes. J Biol Chem. 2017;292(14):5624–33. Epub 2017/02/16. doi: 10.1074/jbc.M116.769034 ; PubMed Central PMCID: PMC5392558.28196870PMC5392558

[87] BuratowskiS. The basics of basal transcription by RNA polymerase II. Cell. 1994;77(1):1–3. Epub 1994/04/08. doi: 10.1016/0092-8674(94)90226-7 .8156586

[88] AndrewsS. FastQC: A Quality Control Tool for High Throughput Sequence Data. 2015.

[89] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009;25(16):2078–9. Epub 2009/06/10. doi: 10.1093/bioinformatics/btp352 ; PubMed Central PMCID: PMC2723002.19505943PMC2723002

[90] RamirezF, RyanDP, GruningB, BhardwajV, KilpertF, RichterAS, et al. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 2016;44(W1):W160–5. Epub 2016/04/16. doi: 10.1093/nar/gkw257 ; PubMed Central PMCID: PMC4987876.27079975PMC4987876

[91] KarolchikD, HinrichsAS, FureyTS, RoskinKM, SugnetCW, HausslerD, et al. The UCSC Table Browser data retrieval tool. Nucleic Acids Res. 2004;32(Database issue):D493–6. Epub 2003/12/19. doi: 10.1093/nar/gkh103 ; PubMed Central PMCID: PMC308837.14681465PMC308837

[92] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, van BarenMJ, et al. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol. 2010;28(5):511–5. Epub 2010/05/04. doi: 10.1038/nbt.1621 ; PubMed Central PMCID: PMC3146043.20436464PMC3146043

[93] PerteaG, PerteaM. GFF Utilities: GffRead and GffCompare. F1000Res. 2020;9. Epub 2020/09/22. doi: 10.12688/f1000research.23297.2 ; PubMed Central PMCID: PMC7222033.32489650PMC7222033

[94] GruberAR, LorenzR, BernhartSH, NeubockR, HofackerIL. The Vienna RNA websuite. Nucleic Acids Res. 2008;36(Web Server issue):W70–4. Epub 2008/04/22. doi: 10.1093/nar/gkn188 ; PubMed Central PMCID: PMC2447809.18424795PMC2447809

[95] LiuQ, HuY, StuckyA, FangL, ZhongJF, WangK. LongGF: computational algorithm and software tool for fast and accurate detection of gene fusions by long-read transcriptome sequencing. BMC genomics. 2020;21(Suppl 11):793. Epub 2020/12/30. doi: 10.1186/s12864-020-07207-4 ; PubMed Central PMCID: PMC7771079.33372596PMC7771079

[96] CuiY, ChenX, LuoH, FanZ, LuoJ, HeS, et al. BioCircos.js: an interactive Circos JavaScript library for biological data visualization on web applications. Bioinformatics. 2016;32(11):1740–2. Epub 2016/01/29. doi: 10.1093/bioinformatics/btw041 .26819473

[97] FongN, BrannanK, EricksonB, KimH, CortazarMA, SheridanRM, et al. Effects of Transcription Elongation Rate and Xrn2 Exonuclease Activity on RNA Polymerase II Termination Suggest Widespread Kinetic Competition. Mol Cell. 2015;60(2):256–67. Epub 2015/10/17. doi: 10.1016/j.molcel.2015.09.026 ; PubMed Central PMCID: PMC4654110.26474067PMC4654110

[98] LangmeadB, SalzbergSL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9(4):357–9. Epub 2012/03/06. doi: 10.1038/nmeth.1923 ; PubMed Central PMCID: PMC3322381.22388286PMC3322381

[99] SantanaJF, CollinsGS, ParidaM, LuseDS, PriceDH. Differential dependencies of human RNA polymerase II promoters on TBP, TAF1, TFIIB and XPB. Nucleic Acids Res. 2022;50(16):9127–48. Epub 2022/08/11. doi: 10.1093/nar/gkac678 ; PubMed Central PMCID: PMC9458433.35947745PMC9458433

[100] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology. 2014;15(12):550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[101] ShermanBT, HaoM, QiuJ, JiaoX, BaselerMW, LaneHC, et al. DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res. 2022. Epub 2022/03/25. doi: 10.1093/nar/gkac194 ; PubMed Central PMCID: PMC9252805.35325185PMC9252805

[102] ShenY, YueF, McClearyDF, YeZ, EdsallL, KuanS, et al. A map of the cis-regulatory sequences in the mouse genome. Nature. 2012;488(7409):116–20. Epub 2012/07/06. doi: 10.1038/nature11243 ; PubMed Central PMCID: PMC4041622.22763441PMC4041622

[103] CampagneA, LeeMK, ZielinskiD, MichaudA, Le CorreS, DingliF, et al. BAP1 complex promotes transcription by opposing PRC1-mediated H2A ubiquitylation. Nat Commun. 2019;10(1):348. Epub 2019/01/22. doi: 10.1038/s41467-018-08255-x ; PubMed Central PMCID: PMC6341105.30664650PMC6341105

# Supplementary material for: Merging short and stranded long reads improves transcript assembly
**Source:** PLoS Comput Biol. 2023 Oct 26;19(10):e1011576. doi: 10.1371/journal.pcbi.1011576
**Supplement:** S1 Note

**S1 Note: Long-read alignments capture novel cell line-specific gene fusion events**

An important feature that can be detected with long reads is gene fusion. Long reads are particularly useful in the reliable detection of gene fusions, as they not only detect the junction but also are more likely to cover uniquely mappable sequences on both sides of the discontinuity. Using LongGF [1] with long reads from HAP1 cells, we detected >20 gene fusion events supported by at least two reads in each of the two HAP1 long-read replicates (S1L Fig). Notably, we were able to detect the BCR::ABL fusion which is a key mutagenic fusion in this leukemia cell line [2]. We compared gene fusion events in our long-read transcriptome data with a comparable long-read genomic DNA dataset in HAP1 cells [3]. Surprisingly, we found only one common fusion, which was BCR::ABL. Therefore, our long-read transcriptome analyses unveiled novel gene fusion events in the HAP1 cells, possibly due to enhancement of sensitivity in our chromatin-focused pool of transcripts. Intriguingly, we did not detect any gene-fusion in the non-leukemia HL1 cells (S1L Fig), suggesting a cell line-specific detection of translocations in our dataset that is not due to technical artifacts in the library preparation.

**References**

1. Liu Q, Hu Y, Stucky A, Fang L, Zhong JF, Wang K. LongGF: computational algorithm and software tool for fast and accurate detection of gene fusions by long-read transcriptome sequencing. BMC genomics. 2020;21(Suppl 11):793. Epub 2020/12/30. doi: 10.1186/s12864-020-07207-4. PubMed PMID: 33372596; PubMed Central PMCID: PMCPMC7771079.

2. Andersson BS, Collins VP, Kurzrock R, Larkin DW, Childs C, Ost A, et al. KBM-7, a human myeloid leukemia cell line with double Philadelphia chromosomes lacking normal c-ABL and BCR transcripts. Leukemia. 1995;9(12):2100-8. Epub 1995/12/01. PubMed PMID: 8609723.

3. Law WD, Warren RL, McCallion AS. Establishment of an eHAP1 human haploid cell line hybrid reference genome assembled from short and long reads. Genomics. 2020;112(3):2379-84. Epub 2020/01/22. doi: 10.1016/j.ygeno.2020.01.009. PubMed PMID: 31962144.

# Supplementary material for: Merging short and stranded long reads improves transcript assembly
**Source:** PLoS Comput Biol. 2023 Oct 26;19(10):e1011576. doi: 10.1371/journal.pcbi.1011576
**Supplement:** S2 Table

| <b>Primer name</b> | <b>Sequence</b>           |
|--------------------|---------------------------|
| human_GAPDH F      | CCGGGAAACTGTGGCGTGATGG    |
| human_GAPDH R      | AGGTGGAGGAGTGGGTGTCGCTGTT |
| human_B2M F        | CTCTCTCTTTCTGGCCTGGAG     |
| human_B2M R        | TCTGCTGGATGACGTGAGTA      |
| human_PVT1 F       | CTGAGCCCCACTTCCTCTTG      |
| human_PVT1 R       | TCATCACGCTCCCCTAGCTT      |
| human_MALAT1 F     | GGAGCTTGAGGAAACCGCAGATAAG |
| human_MALAT1 R     | GCTTCATCTCAACCTCCGTCATG   |
| mouse_GAPDH F      | CATCACTGCCACCCAGAAGACTG   |
| mouse_GAPDH R      | ATGCCAGTGAGCTTCCCGTTCAG   |
| mouse_B2M F        | CATGGCTCGCTCGGTGAC        |
| mouse_B2M R        | CAGTTCAGTATGTTCCGGCTTCC   |
| mouse_MALAT1 F     | CGTTTGAAGGCATGAGTTGG      |
| mouse_MALAT1 R     | TGCCTCCCAAGTGCTAGGAT      |

**S2 Table: Primers used for RT-qPCR analyses.**

How the deposited data were processed for this re-analysis (not part of the article)

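HL1 chromatin and nucleoplasm RNA was measured by short-read sequencing in 3 libraries per fraction, and chromatin RNA by long-read sequencing in 2 libraries. HAP1 libraries were not analysed here. Samples were grouped by their titles and the paper. No column of the tables was left unmapped.

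The authors aligned short reads with hisat2, assembled and re-estimated transcripts with StringTie, counted genes with prepDE and deposited the coverage-derived gene counts after division by DESeq2's size factors. For long reads the authors deposited TPM from StringTie, estimated on the merged assembly in each replicate. Each normalized short-read value was divided by the smallest step of its library, and 100% of the values came out as whole reads in each of the 6 libraries. DESeq2's size factors estimated again on those reads were the same as the factors of the deposited values. Precision is limited by the 3 libraries per fraction, and intervals given for shares (95%, Wilson) cover counting error only. Replicates of a fraction differed by more than sampling noise, with a chi-square per gene of 55.3 to 2708 between pairs, so each was counted as a separate library.

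The main comparison used limma 3.58.1 (R 4.3.3) with a mean-variance trend on log2(normalized count + 1), on genes above 0 in at least 1 library, with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05, a log2 fold change above 2 and a span above 200 bp were taken as cheRNA genes, after the paper's thresholds. The tables give spans, not spliced lengths, so the length minimum was applied to the span. Because the deposited values are normalized, tests on recovered reads were alternatives and not the main result: edgeR 4.0.16 (quasi-likelihood test, TMM) and DESeq2 1.42.0. Other alternatives changed the pseudocount, the filter on low values, the trend, the scaling, the thresholds and the libraries, and used the replicate number as a block. The pairing of replicates comes from the replicate numbers in the sample titles, which the fractions share. Permutation tests used scipy 1.17.1 with 100000 resamples, or all regroupings for 3 libraries against 3.

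The functions were tested on simulated reads for the real genes, with 200 genes changed by 3 on the log2 scale, in 5 draws for each of 2 kinds of dispersion. With trended dispersion over 35026 to 35098 genes, limma recovered 59.0% to 67.5% of the changed genes and 86.4% to 90.6% of those with a mean of at least 100 reads, and 2.48% to 5.15% of its calls were unchanged genes. With gene-wise dispersion over 34866 to 34930 genes it recovered 55.0% to 65.5%, and 6.02% to 9.30% of its calls were unchanged genes, above the 5% aimed at. In the same draws 38.8% to 50.0% of DESeq2's calls with trended dispersion, and 50.2% to 54.8% with gene-wise dispersion, were unchanged genes. The cause was not tested. The share of calls that are unchanged genes depends on how many genes change. Only 200 changed in the simulation, while limma called 9632 genes higher and 7477 lower in the real comparison. The simulated shares of any tool therefore do not carry over to the real calls. An earlier version of this test, with a single draw and gene-wise dispersion only, also gave limma more unchanged genes than aimed at, and the test was then extended to both kinds of dispersion and more draws without a change to the fits.

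Symbols were assigned from RefSeq for accession entries (82.1% of 44536 matched) and, for assembled loci, from the GENCODE M21 gene on the same strand that shares the largest part of the joint span, if at least 0.5 of it (65.8% of 20637 named). That rule was set after the tables had been seen and before the fractions were tested. Genes were named by a rule set before the data were examined: the fractionation controls Gapdh, B2m, Malat1 and Pvt1, the genes at the locus of Fig 6D, and the 5 largest rises and 5 largest falls among genes with a symbol, an adjusted p under 0.05, more than 4 fold change, a mean of at least 100 normalized counts and the same direction in all 3 same-numbered pairs. Accession entries are single annotated transcripts, and StringTie divides reads among overlapping models, so their fold changes can differ from those of the whole gene. The short-read counting used strand; the long-read assembly analysed here did not.

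Overlaps counted spans that share at least 1 bp. The comparisons of long-read transcripts with the reference, of both assemblies with each other, of cheRNA genes by extent of overlap and of ERCC values with length were defined after the tables had been seen. Coverage along genes, gene ontology, the TASSEL assembly, amounts of ERCC standards added and RT-qPCR were not used here. Computations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.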

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

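Of the tests in this part, the splits of the libraries, the scaling of nucleoplasm-enriched genes, their overlap with ribosomal and small RNA genes and both tests of the ribosomal region were chosen after the result was seen; the comparison with protein-coding genes was set before.

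The paper discusses genes enriched in chromatin, and the same comparison calls genes on the other side of Fig 6A. In HL1, 1754 genes were more than 4 fold lower in chromatin with an adjusted p under 0.05 by limma. Of the 10 splits of the 6 libraries into 3 and 3, 4 part all same-numbered pairs, and 1 of these 4, the real one, gave as many such genes; the other 3 gave 0, with 236 to 261 genes at an unadjusted p under 0.05. The 6 splits that part a single pair also gave 0, with 256 to 680 genes at an unadjusted p under 0.05. The real split gave 18679 genes at an unadjusted p under 0.05. With 4 splits the count of 1 is the smallest possible, and each of the other 9 splits places libraries of both fractions in both groups, so that the fraction difference adds to the variance within groups and few genes were given in advance. The splits are therefore no test of the calls, in either direction. The number depends on the scaling: 221 genes were called when each library was scaled to the same total of ERCC standards, 2478 with quantile normalization, 1966 with edgeR's TMM and 1775 with DESeq2 on recovered reads. Of the 1754, quantile normalization kept 87.5%, edgeR 95.9% and DESeq2 95.3%, while ERCC scaling kept 12.6%. ERCC scaling moved the median log2 fold change of all genes from 0.38 to 0.84. The rise differed between genes, from -2.07 to -1.34 for Gapdh and from -8.72 to -8.41 for Map3k6. Fewer calls were therefore given in advance, and 221 does not test whether the scaling is the cause. A further explanation weighed was ribosomal and other small RNA loci. Of the calls, 46.9% had no protein-coding gene on the same strand and 53.1% had one, compared with 66.2% of all tested genes, but lacking a protein-coding gene does not measure ribosomal or small RNA. Measured directly, 3.65% of the calls overlapped a ribosomal or small RNA gene of GENCODE M21 on the same strand, compared with 6.54% of all tested genes, so annotated genes of these kinds do not account for most of the calls. Most calls were kept under the scalings that rest on the genes, and whether the ERCC standards give the better scale was not tested. No biological explanation is put forward.

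Libraries were depleted of ribosomal RNA, and the paper does not report on the ribosomal RNA region of chromosome 17. An assembled locus on the minus strand from 39846336 to 39898385 contains a gene annotated as ribosomal RNA. It took 9.60%, 9.36% and 6.74% of the reads of chromatin replicates 1 to 3, and 2.63%, 24.9% and 12.4% of those of nucleoplasm replicates 1 to 3 (95% Wilson interval of the highest, 24.9 to 24.9, counting error only). The spread within nucleoplasm was larger than the difference between the fractions: 2 nucleoplasm libraries lay above every chromatin library and the remaining library below all of them, so fraction does not order the libraries. A difference in depth between libraries gave no clear order: 0 of the 3 nucleoplasm libraries and all 3 chromatin libraries had the same rank by share as by total reads, and ranks of 3 libraries cannot exclude an effect of depth. This comparison of ranks replaced, after its value had been seen, a correlation across all 6 libraries, which the small number of libraries does not allow. Variable depletion between libraries is a candidate explanation that neither test addresses, and no biological explanation was tested. On the plus strand, the locus from 39842996 to 39848830 took 5.49%, 5.52% and 3.95% in chromatin and 0.0328%, 0.0317% and 0.111% in nucleoplasm, so between the fractions the strands of this region did not move together, while within chromatin both were lowest in replicate 3.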

How the results depend on the processing

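The alternatives were set before the data were examined, except those named here as chosen after. Counts of genes were called unchanged when within 1.5 times the main count.

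The 5526 cheRNA genes became 3457 when genes had to be above 0 in all 6 libraries. Quantile normalization gave 3502 and a pseudocount of 5 gave 3740. The count became 4014 with edgeR and the replicate block and 7845 with each library scaled to the same ERCC total. Testing the 4 fold change itself (limma treat) gave 1771. The 1754 nucleoplasm-enriched genes became 197 with limma treat and 221 with each library scaled to the same ERCC total, and with that scaling the 7477 genes lower in chromatin became 3108. Why each setting changed these counts was not tested. Of the cheRNA and nucleoplasm-enriched genes taken together, 75.9% were cheRNA genes in the main setting, 97.3% with ERCC scaling and 58.6% with quantile normalization. The minimum span of 200 bp was applied to the cheRNA genes only. Of all genes with an adjusted p under 0.05, 56.3% were higher, and 80.0% and 47.0% under those scalings. Since limma treat tests the 4 fold change itself, it called only 1779 genes higher and 197 lower, against 9632 and 7477 in the main setting. The other alternatives for these counts stayed within 1.5 times. For example, leaving libraries out in turn gave 5202 to 5606 cheRNA genes and 1637 to 1994 nucleoplasm-enriched. It also gave 8350 to 9496 genes higher and 6640 to 7493 lower. DESeq2 called 84.9% of the main cheRNA genes and edgeR 82.9%. In simulated data DESeq2 made more false calls than limma or edgeR, and the calls of limma there were not free of them either. The simulated calls took no fold threshold and only 200 genes were changed there. How many of the real calls of any tool are false was therefore not measured.

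The 16 named genes kept their direction under all 17 alternatives that could be computed for them. Of 263 values, 9 lost significance and all 9 were of Adcy7, whose adjusted p lay between 0.0506 and 0.250 there. Its log2 fold change with libraries left out ranged from -8.44 to -5.13.

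The median log2 ratio of ERCC standards stayed below 0, from -0.94 to -0.65 with libraries left out; the exact permutation test gave p = 0.2 without a chromatin library and p = 0.1 in the other alternatives tested. The replicate block, for which no p was computed, gave -0.75. The numbers of standards detected stayed within 1.5 times, from 61 to 86 for short reads and from 41 to 49 for long reads. The R2 of ERCC values between platforms lay between 0.879 and 0.917.

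The R2 of the long-read replicates, 0.364, moved under every alternative: 0.441 with log10(TPM + 0.01) over all transcripts, 0.582 for at least 1 TPM in both, 0.449 for a mean of at least 10 TPM, 0.290 as Spearman's rho squared and 0.402 for gene sums. Without the logarithm it was 0.743 over all transcripts and 0.768 over those above 0 in both; these were picked from 16 combinations of scale and filter looked at after the main value had been seen. The spread of low abundance transcripts, 1.16 as an SD, was 1.50 as an interquartile range and 1.28 with log10(TPM + 0.01). In each case it remained above the spread of the more abundant groups. The lowest r between short-read replicates was 0.872 with a pseudocount of 0.1 and 0.908 for a mean of at least 10. The correlation across genes between platforms was 0.775 over all shared genes, 0.506 for a mean count of at least 100, and 0.618 to 0.677 with libraries left out. The relation of TPM and transcript length reversed its sign, with rho from -0.0182 to 0.0129 for single replicates and -0.0599 for at least 1 TPM. The relations of ERCC values and length reversed too, to 0.0368 for short reads at a mean of at least 10 and -0.0418 for long reads at a mean of at least 1 TPM, with p of 0.800 and 0.776 by permutation test; these 2 alternatives were chosen after the tables had been seen. All of these values were near 0, and the cause of the reversals was not tested.

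The share of cheRNA genes with a long-read counterpart was 63.8% for transcripts above 0 in both libraries, 64.7% for at least 1 TPM, 83.7% for DESeq2's calls and, chosen after, 74.1% on the same strand only. The results in the rest of this paragraph, and their alternatives, were defined after the tables had been seen, except the abundance of cheRNA genes with and without a counterpart. The share of cheRNA genes covered over more than 90% was 67.3% by the union of transcripts, 69.3% for DESeq2's calls and 41.0% for at least 1 TPM. For transcripts of at least 1 TPM and for those above 0 in both libraries, the share overlapping the reference was 81.0% and 85.3%, within introns 41.9% and 38.1%, on the opposite strand only 26.6% and 28.1%, and with a short-read counterpart 84.5% and 89.5%. The share of short-read genes with a long-read counterpart was 87.6% for a mean of at least 10 and 90.1% for assembled loci. The cause of these changes was not tested. The lower abundance of cheRNA genes without a counterpart kept its direction and significance in both alternatives, with differences of 2.85 and 2.20 on the log2 scale. The comparison of most against least overlap did so too, with 2.03 and 2.83.

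The number of libraries limits the comparison of fractions, and the TPM table holds no depth, so no interval is given for the TPM of a transcript.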

Differences from the paper's values

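The R2 of long-read replicates of HL1 was 0.364 on log10 TPM against the paper's 0.74. None of the alternatives set before the data were examined closed the gap; they gave 0.290 to 0.582. After these values had been seen, 16 combinations of scale and filter were looked at, with R2 from 0.280 to 0.768 over all of them and up to 0.522 on log scales. Over all transcripts listed the linear scale gave R2 = 0.743, within the rounding of the paper's value.

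The share of HL1 cheRNA genes covered over more than 90% was 65.5%, while the paper gives it as more than 20%, a bound that the value is above. An exemption for bounds of this kind was dropped after the values had been seen, so the value is listed as a difference. The alternatives, all chosen after the tables had been seen, gave 41.0% for long-read transcripts of at least 1 TPM, 67.3% for the union of transcripts and 69.3% for DESeq2's calls. All of these shares include cheRNA genes covered by annotated transcripts, which can be listed on both platforms.

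The paper describes the levels of the ERCC standards in chromatin and nucleoplasm as equivalent. The median log2 ratio here was -0.79, and all 53 standards compared were lower in chromatin; 3 libraries against 3 cannot give an exact p under 0.1.

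The share of HL1 long-read transcripts on the opposite strand only was 25.0%, against the paper's 7% for its datasets. The value here counts any overlap of spans and does not apply the class of gffcompare that the paper names. The alternatives, all chosen after the tables had been seen, gave 26.6% for at least 1 TPM and 28.1% for transcripts above 0 in both libraries.

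The main values named below were within 1.5 times of the paper's. The cheRNA genes numbered 5526 against the paper's 4969, and DESeq2 on recovered reads, the tool of the paper's methods, gave 4980. Short reads detected 83 ERCC standards against the paper's 82, which the count without chromatin replicate 1 equals, and long reads 51 against the paper's 58, which no setting reached; the methods count aligned reads over each long-read standard, while the count here rests on TPM. Long-read transcripts within introns made up 37.3%, which does not reach the paper's lower bound of 40%. Among transcripts of at least 1 TPM the share was 41.9%, above it. Short-read genes with a long-read counterpart made up 76.8%, which does not reach the paper's lower bound of 90%. That bound is for transcripts, while genes were counted here. Among assembled loci the share was 90.1%, above it. The last 2 settings were chosen after the tables had been seen.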

Other observations

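In this part, the splits of the libraries and the test of the authors' size factors were chosen after the result was seen, and the test of divided reads was restricted after its result was seen; the other tests were set before.

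The counts of cheRNA genes, of genes higher in chromatin and of genes lower in chromatin were each reached by 1 of the 4 splits of the libraries that part all same-numbered pairs, the real one, which is the smallest count possible. The other 9 splits gave 0, with 236 to 680 genes at an unadjusted p under 0.05, but each has libraries of both fractions in both groups, which raises the variance within groups, so the splits neither speak for these counts nor against them.

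ERCC standards were lower in chromatin in all 53 cases compared. If the authors' size factors were the cause, the ratio would move to near 0 on another scale. With CPM of the recovered reads the median log2 ratio was -0.72, so the size factors do not account for it. A single scaling difference shared by all standards remains a candidate explanation: the ratio showed a Spearman's rho of 0.166 with the mean count across standards, under the 0.3 set as the limit for no dependence. Such a difference could arise if the fractions held different amounts of cellular RNA per amount of standard, which these tables cannot separate from differences in the recovery of the standards, added to the fractions after their separation, or in ribosomal depletion. No biological explanation was tested.

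Fold changes rose with the span of the gene. Among 10478 assembled loci named for protein-coding genes, Spearman's rho between log2 fold change and span was 0.482 across genes, which are not independent replicates. The median log2 fold change was -1.29 in the shortest quintile (up to 9143 bp) and 0.49 in the longest (from 75245 bp), and with ERCC scaling these were -0.56 and 1.22. In the shortest quintile 83 loci were cheRNA genes and 455 were nucleoplasm-enriched, and in the longest 200 and 5. Counting more reads on longer genes was tested as a technical explanation, and within quintiles of mean count the median rho was 0.453 (0.273 to 0.595), so the relation was kept. The pattern leaves open a hypothesis that unspliced pre-mRNA of long genes contributes to the chromatin signal, but exon and intron reads are not separated in these tables, and other properties that vary with span were not tested.

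By annotation, 49.3% of the 5526 cheRNA genes overlapped a protein-coding gene on the same strand, compared with 66.2% of all tested mouse genes. Loci within such a gene that touched none of its exons made up 13.5% of cheRNA genes, 3.65% of nucleoplasm-enriched genes and 3.77% of all tested genes. Another 20.4% of cheRNA genes lay outside every GENCODE M21 gene on either strand, against 10.9% of all tested genes.

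The table mixes assembled loci and annotated transcripts: 2467 of the 5526 cheRNA genes (44.6%) were accession entries, close to their 44.7% share of tested entries. If reads divided among overlapping entries of the same gene were the cause of these calls, most would vanish on summing. Of the 938 genes with such a call and more than 1 entry, 578 (61.6%) kept a log2 ratio above 2 for the sum, and over all 1660 genes 77.3% did. Of the 722 genes with a single entry under their symbol, 17 fell to 2 or below because the ratio of sums is on another scale than the limma fold change. Overlapping entries without a symbol were not looked for, so summing tests only division among entries that share a symbol. The share over all genes was the number first set to decide; the restriction to genes with more than 1 entry was chosen after both had been seen, and both are above the 50% set as the limit. So the division of reads among entries that share a symbol may account for some of the calls, among them those of Ttf1 and Abca4, but not for most. For 72 genes the sum was lower in chromatin. Of the 136 genes with an accession entry enriched in nucleoplasm, 38.2% remained more than 4 fold lower when summed.

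Overlap by position alone was tested for the long-read counterparts of cheRNA genes. Spans moved along the chromosome had a counterpart in 43.4% of cases on average over 8 shifts, and a transcript covering more than 90% in 22.8%, compared with 79.7% and 65.5% at the real positions. Position alone does not account for the overlap, although it could account for part of it. Annotated transcripts listed on both platforms share their position, which moving the spans does not test.

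Long-read models were also assembled on the minus strand of 6 ERCC standards, which are added as RNA of a single strand. They held 0.375% of the ERCC TPM. Abundance of the standard was tested as an explanation: the 5 standards with models on both strands above 0 had a median short-read count of 84.0, and the 46 others detected by long reads had 221.7 (permutation test of log10 values, p = 0.572). Abundance does not separate them at this number of standards. On these 5 standards the minus-strand model took 47.2% to 64.3% of the TPM, and the remaining standard had TPM on the minus strand only. A strand wrongly inferred from unstranded reads is a candidate explanation that was not tested here. The paper reports such a case for ERCC-00092, which is among these 6 standards. There, unstranded long reads gave transcripts on both strands, and only the correct transcript remained after stranding.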
